# Integrating Factor Analysis and a Transgenic Mouse Model to Reveal a Peripheral Blood Predictor of Breast Tumors

**DOI:** 10.1186/1755-8794-4-61

**Published:** 2011-07-22

**Authors:** Heather G LaBreche, Joseph R Nevins, Erich Huang

## Abstract

**Background:**

Transgenic mouse tumor models have the advantage of facilitating controlled *in vivo *oncogenic perturbations in a common genetic background. This provides an idealized context for generating transcriptome-based diagnostic models while minimizing the inherent noisiness of high-throughput technologies. However, the question remains whether models developed in such a setting are suitable prototypes for useful human diagnostics. We show that latent factor modeling of the peripheral blood transcriptome in a mouse model of breast cancer provides the basis for using computational methods to link a mouse model to a prototype human diagnostic based on a common underlying biological response to the presence of a tumor.

**Methods:**

We used gene expression data from mouse peripheral blood cell (PBC) samples to identify significantly differentially expressed genes using supervised classification and sparse ANOVA. We employed these transcriptome data as the starting point for developing a breast tumor predictor from human peripheral blood mononuclear cells (PBMCs) by using a factor modeling approach.

**Results:**

The predictor distinguished breast cancer patients from healthy individuals in a cohort of patients independent from that used to build the factors and train the model with 89% sensitivity, 100% specificity and an area under the curve (AUC) of 0.97 using Youden's J-statistic to objectively select the model's classification threshold. Both permutation testing of the model and evaluating the model strategy by swapping the training and validation sets highlight its stability.

**Conclusions:**

We describe a human breast tumor predictor based on the gene expression of mouse PBCs. This strategy overcomes many of the limitations of earlier studies by using the model system to reduce noise and identify transcripts associated with the presence of a breast tumor over other potentially confounding factors. Our results serve as a proof-of-concept for using an animal model to develop a blood-based diagnostic, and it establishes an experimental framework for identifying predictors of solid tumors, not only in the context of breast cancer, but also in other types of cancer.

## Background

The concept of using peripheral blood cells (PBCs) as the source of information to predict the presence of cancer relies on the natural role of these cells in responding to physiologic and pathologic changes coupled with the potential of genome-scale transcriptome data to identify patterns of expression that reflect a given phenotype. Using this approach, researchers have described gene expression signatures that distinguish cancer patients from healthy individuals in a number of different types of cancer [1-7]. Twine et al. [6] generated a peripheral blood gene expression signature that could distinguish renal cell carcinoma patients from healthy volunteers. Likewise, Osman et al. [3] reported a whole-blood gene expression signature that could distinguish bladder cancer patients from controls. Similar studies have also been conducted in the contexts of colorectal cancer [2], melanoma [7], non-small cell lung cancer [5] and even breast cancer [1,4]. A few of these studies have also suggested that blood transcriptome profiling could be used to not only distinguish cancer patients from normal, healthy volunteers, but also differentiate among tumor types [3,6]. Taken together, these studies highlight the potential of peripheral blood signatures as cancer biomarkers.

Our previous work has made use of expression data to develop predictors of tumor outcome, activation of various cell signaling pathways, and response to targeted therapies. In each instance, the ability to accurately define the extremes of particular phenotypes (short versus long survival, pathway off versus pathway on) has been useful in the development of informative expression signatures. These extreme cases represent an opportunity to generate gene expression data, which can be used to train a prediction model. This prediction model can then be applied to a wide spectrum of phenotypes [8-10]. Using a similar strategy in the context of signatures from peripheral blood cells, we hypothesized that a mouse model of breast cancer might offer the best opportunity to maximize the distinction between animals with and without a tumor. As such, we have made use of a transgenic mouse model of breast cancer, which gives rise to spontaneous mammary tumors with approximately 100% penetrance in multiparous mice. Our approach was to develop latent factor models in the mouse PBC transcriptome that distinguish controls from mice with advanced mammary tumors, identify orthologous transcripts on human microarrays and use this information as the starting point for a predictive model of human breast tumors.

This strategy overcomes many of the limitations of earlier studies by using the model system to reduce noise and identify transcripts associated with the presence of a mammary tumor over other potentially confounding factors. Our results serve as a proof-of-concept in using an animal model to develop a blood-based diagnostic and establish an experimental framework for identifying possible breast cancer signatures (factor models).

Breast cancer is the most common cancer for women across the world. According to Kamanger et al. [11], breast cancer is responsible for an estimated 1,300,000 new cases and 465,000 deaths each year. The most common breast cancer screening modality is mammography, which aims to identify breast tumors before they become symptomatic. Breast tumors identified during mammographic screening tend to be smaller and are less likely to have spread to distant sites within the body. This has important implications for a patient's prognosis. Relative survival rates for women in the United States diagnosed with localized cancer are over 98%, but for women whose cancer has metastasized, it is as low as 23% [12], emphasizing the importance of detecting tumors at an early stage so that treatment can be initiated. Despite the success of mammography in reducing breast cancer mortality, there are several scenarios that illustrate the need for new and innovative methods of breast cancer detection. The growth rate of breast tumors varies significantly from patient to patient [13], meaning that even a biannual mammography screening program will miss some fast-growing cancers [14,15]. Additionally, mammographic sensitivity is lower in young women and women with dense breasts [16-18]. Sensitivity is also lower in women who are at higher risk of developing breast cancer because of a genetic predisposition or family history [19,20].

## Methods

### Mouse housing and maintenance

Animal use and husbandry was in accordance with institutional and federal guidelines. Eran Andrechek generated the transgenic mice [21] through standard methods based on the model described by Leder et al. [22]. Female MMTV/*c-MYC *transgenic mice expressed the *c-MYC *proto-oncogene or a more stable point mutation variant (T58A) of the gene under the control of the hormone-responsive MMTV long terminal repeat (LTR) in an FVB/NJ background (Jackson Laboratories, Bar Harbor, ME). The hormones released during pregnancy and lactation have been shown to enhance expression of the oncogene. Thus, the mice were maintained in a continuous breeding program. Mice were monitored twice weekly for tumor development by palpation and tumors were measured twice weekly. Once the tumors reached 3 cm^3 ^the animals were sacrificed and tissue was obtained to confirm the tumors by histological analysis. As a control, female mice of the same age and background strain were maintained in the same facility and under the same breeding conditions as their transgenic counterparts.

### Mouse blood collection, leukocyte isolation and RNA extraction

Blood (50-250 μL, based on weight of the mouse) was collected from MMTV/*c-MYC *female mice and controls at regular intervals (approximately once per month) and again prior to euthanization (average age 431 days). Samples were collected using the submandibular (cheekpouch) method. Briefly, the vein that drains the face and cheek area was punctured by a lancet (GoldenRod animal lancet, MEDIpoint, Inc., Mineola, NY) and blood was captured in BD Microtainer™ tubes with potassium-EDTA anticoagulant (Becton Dickinson, Franklin Lakes, NJ). Tubes were immediately inverted 10-12 times and placed on ice. Following erythrocyte lysis, total RNA was isolated from the leukocyte pellet using the QIAamp RNA Blood Mini Kit (Qiagen, Valencia, CA). Alternatively, the leukocyte pellet was immediately lysed, homogenized and stored at -80°C. RNA was isolated at a later date using the protocol described above or the adapted protocol associated with the QIAamp RNA Blood Mini Kit for use in the QIAcube (Qiagen, Valencia, CA). The quantity of RNA was assessed by absorbance at 260 nm by the NanoDrop ND-1000 (Thermo Fisher Scientific, Wilmington, DE). RNA quality was assessed by Agilent 2100 Bioanalyzer RNA 6000 PicoChip (Agilent, Palo Alto, CA). Purified total RNA (200 ng) was amplified using NuGEN Ovation™ RNA Amplification System (NuGEN Technologies, Inc., San Carlos, CA). Amplified RNA was labeled and hybridized onto Affymetrix M420 2.0 GeneChip oligonucleotide arrays (Affymetrix, Santa Clara, CA) according to the manufacturer's instructions.

### Complete blood count and differential

Whole blood was collected from mice immediately following euthanization. The samples were collected from the hepatic portal vein using a 3 mL syringe and a 19-gauge needle. The sample was immediately transferred to a collection tube containing K_2_EDTA, inverted 10-12 times and placed on ice. Samples (130 μL minimum) were delivered to the Duke University Medical Center Veterinary Diagnostic Laboratory and were analyzed within 8 hours of collection using a Cell-Dyn 3700 Hematology Analyzer. Manual differentials were performed as necessary.

### Quantitative RT-PCR

RNA was isolated from mouse PBCs as previously described. We analyzed PBC RNA from each of the 5 transgenic lines and wildtype FVB/N females in triplicate. We also analyzed mammary tumor RNA from a transgenic mouse and mammary gland RNA from a wildtype lactating female. We used the following primer pair to amplify the *c-MYC *transgene: 5'-CTGTCCATTCAAGCAGACGA-3' and 5'-GTATGGGTACCCTGCACCAG-3'. Total *MYC *(transgenic and endogenous) was amplified using the following primer pair: 5'-GCCATAATTTAACTGCCTCAAA-3' and 5'-CCTATTTACATGGGAAAATTGGA-3'. All reported values represent the threshold change as compared to the housekeeping gene beta-actin and are relative to *MYC *expression in the wildtype lactating mammary gland.

### Comparison of MYC transcript levels from microarray analysis

We identified probes from the M430 2.0 Affymetrix GeneChip related to the myelocytomatosis oncogene (avian v-myc myelocytomatosis viral oncogene homolog) by using the NetAffx Query [23] tool. We then compared the average signal intensity of these probes across all 4 groups of mice based on MAS5 normalized data: 1) FVB virgin controls; 2) FVB age-matched controls; 3) MMTV/*c-MYC *pre-tumor and 4) MMTV/*c-MYC *post-tumor.

### Patient samples

Peripheral blood mononuclear cell (PBMC) samples were collected from women with a suspect initial mammogram prior to undergoing a diagnostic biopsy procedure to determine whether the detected abnormality was benign or malignant. In total, we collected blood from 57 women with a diagnosis of breast cancer and 37 with a benign diagnosis. We also collected blood from 31 women with normal initial mammograms as negative controls and 15 breast cancer patients following surgery. All breast cancer patient samples were collected at the Duke University Medical Center under an institutional review board-approved protocol (Duke eIRB#12025) after obtaining informed consent and were provided by Dr. Jeffrey Marks. PBMC samples from patients with various gastrointestinal cancers (n = 15) were collected and stored at Duke University Medical Center under institutional review board-approved protocols (Duke eIRB#12010 and 12025) and were provided by Dr. Jeffrey Marks. Peripheral blood leukocyte samples from patients with brain tumors (n = 7) were provided by Dr. John Sampson and were collected by leukapheresis under Duke eIRB#00003877 and #00009403.

### Human blood collection, PBMC isolation and RNA extraction

Blood samples (8 mL) were drawn into BD Vacutainer™ CPT™ Cell Preparation tubes with sodium citrate (Becton Dickinson, Franklin Lakes, NJ) by routine venipuncture, inverted 8-10 times to mix, labeled with a patient identification number and transported to the laboratory at room temperature for processing within 2 hours. Tubes were mixed again immediately prior to processing. Tubes were centrifuged for 30 minutes at 2,500 rpms in a centrifuge with a swinging bucket rotor. The plasma layer was removed, and then the remaining buffy coat was poured into a 15 mL conical tube. Next, 5 mL of chilled phosphate buffered saline (PBS) with 2% fetal bovine serum (FBS) was added to the CPT tube, which was capped and inverted to mix. The contents were poured into the same 15 mL conical tube, which was then centrifuged for 10 minutes at 1200 rpms at room temperature. The supernatant was then aspirated and the pellet was resuspended in 1 mL of freezing media (RPMI with 20% DMSO and 20% FBS). The cells were then transferred to a cryovial (Nunc, Roskilde, Denmark) and placed in a freezer box at -80°C. After 24 hours samples were transferred to liquid nitrogen storage. Total RNA from peripheral blood mononuclear cells was isolated using the Ambion Ribopure™-Blood kit (Ambion, Austin, TX). The quantity of RNA was assessed by absorbance at 260 nm by the NanoDrop ND-1000 (Thermo Fisher Scientific, Wilmington, DE). RNA quality was assessed by Agilent 2100 Bioanalyzer RNA 6000 NanoChip (Agilent, Palo Alto, CA). Purified total RNA (2.5 μg) was labeled and hybridized onto Affymetrix U133 Plus 2.0 GeneChip oligonucleotide arrays (Affymetrix, Santa Clara, CA) according to the manufacturer's IVT 1-cycle processing protocol.

### Generation of a mouse mammary tumor predictor

The entire mouse gene expression dataset was standardized employing principal components of the Affymetrix control probe sets [24]. Then, we randomly divided the samples into roughly equal-sized training (n = 46) and validation cohorts (n = 47). Next, we then performed a sparse ANOVA on the training data set (45,101 Affymetrix probes) to identify 4,276 genes that were significantly differentially expressed between the control and tumor-bearing mice (based on a posterior probability of ≥0.99). We used Bayesian factor regression modeling (BFRM) [25] to identify 49 factors, or linear combinations of genes, in our training dataset. BFRM allowed us to discover underlying structure and make class predictions within a high-dimensional data set by using sparse statistical models. To model dependencies among many genes, sparse factor loading matrices are used to generate latent factor models (in other words, we make the sparsity assumption that few genes among the tens of thousands assayed will reflect the underlying biology). Operationally, this is accomplished by randomly seeding sparse regressions that define candidate modules with genes. Modules must meet a posterior probability threshold for inclusion, while candidate genes must also meet a posterior probability threshold for inclusion in a module. We utilized the shotgun stochastic search (SSS) [26] method to identify small subsets of the factors that predicted tumor status within the training set, which included samples from 14 control mice and 32 transgenic tumor-bearing mice. SSS is a neighborhood-based procedure that searches a model space by (1) using the current model to define a neighborhood of proposed models, (2) evaluating each proposal model within this neighborhood in parallel, (3) choosing a new model from these choices. It is useful in situations where there is uncertainty about predictors in the model by penalizing model dimension. Using our training set, we generated 5000 possible predictive models and used model averaging (based on median posterior marginal probability) of the top 200 predictive models. Model averaging has been shown to perform better than algorithms that use the single best model for prediction because it gives a truer estimation of uncertainty [27]. Then the resulting fitted regression models were used to predict tumor status in a separate validation set of mouse PBC samples from 14 control mice and 33 transgenic tumor-bearing mice. For fully versioned and annotated source code and data objects, please see the QUADRA repositories "mouse-data-prep" and "mouse-classification-model" at [28]. The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE27567 [29].

### Development of a human breast tumor predictor

In order to generate a human breast tumor predictor, we utilized the list of significantly differentially expressed genes identified previously from the mouse gene expression data. This list of 4,276 Affymetrix Mouse Genome 430 2.0 probe identifiers was translated into 2,595 orthologous human probes (Affymetrix HU133 Plus 2) and used to filter our human dataset, which was normalized employing principal components of the Affymetrix control probe sets. We divided our samples into completely independent training and validation sets. The training set consisted of 30 PBMC samples (10 breast cancer patients, 10 patients with benign breast abnormalities and 10 healthy individuals). To minimize potential batch effects, these samples were hybridized in 4 batches that each included samples from all three phenotypic categories: healthy individuals, patients with benign breast abnormalities and patients with breast tumor. We used BFRM to identify 26 factors, or linear combinations of genes, in the training dataset. The 26 factors represent common patterns of expression within the set of 2,595 genes. We utilized the SSS method to identify small subsets of the factors that were predictive of breast tumor status within the training set. Using our training set, we generated 5000 possible predictive models and used model averaging (based on median posterior marginal probability) of the top 200 predictive models. Then the resulting fitted regression models were used to predict breast tumor status in a separate validation set of PBMC samples. A schematic of our experimental design can be found in Figure 1.

**Figure 1:**
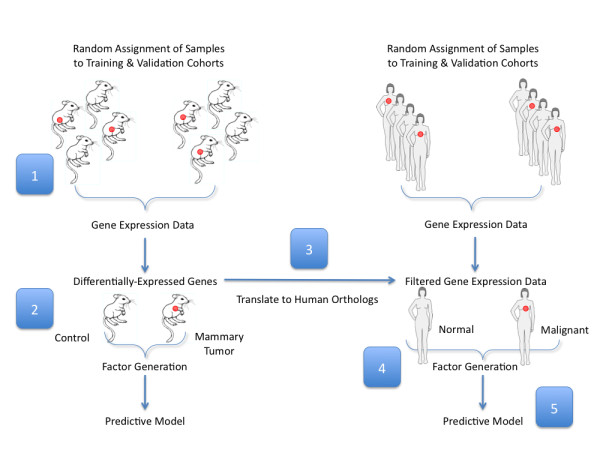
**Experimental Design**. To generate a human breast tumor predictor we took the following steps: (1) randomly divided samples into training and validation cohorts, then analyzed gene expression in PBC samples collected from tumor-bearing transgenic mice versus tumor-free controls that are matched for age and parity; (2) applied a sparse ANOVA to the training set to identify 4,276 mouse Affymetrix probes with at least 0.99 posterior probability (these probes were used to independently generate a set of 49 factors that were used to develop a predictive model based on the mouse gene expression data); (3) translated these into 2,595 orthologous human probes; (4) applied BFRM to this subset of 2,595 probes to yield 26 factors from a training set of 30 human PBMC samples; (5) used SSS to build 5000 possible predictive models from the training set, then projected these into a separate validation set of samples.

To evaluate the reproducibility of the predictive model, we performed permutation testing and a swap experiment. The permutation test used the same factors generated from our human PBMC training set. However, we randomly permuted (x100) which samples were assigned to the training and validation sets. The "swap experiment" is based on the recommendations of the MicroArray Quality Control (MAQC)-II study [30] and consisted of swapping the training and validation sets, generating new factors from the original validation set and then validating these new factors in the original training set. Next, we assessed the biological relevance of the factors to the phenotype in question (presence of a breast tumor) by performing two negative controls. First, we used the original factors, but scrambled the phenotypic labels (Normal and Malignant) iteratively, evaluated the predictive models and looked at the distributions of the test characteristics. We performed 200 iterations. Second, we generated a set of mock factors from a publicly available insulin/muscle-biopsy dataset (GSE7146) and projected them into the original training and validation sets. We then compared this predictive model to the human breast tumor predictor generated from the mouse ortholog data. As a validation of our overall approach, we also tested the utility of generating a breast tumor predictor from the human PBMC gene expression data using the same parameters applied to the mouse gene expression data. For fully versioned and annotated source code and data objects, please see the corresponding QUADRA repositories [28]. The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE27567 [29].

### Functional Annotation

To explore the underlying biology of a breast tumor predictor based on peripheral blood gene expression, we analyzed the genes included in the predictor using publicly available annotation tools. To simplify our analysis, we included all 115 unique Affymetrix probes (3 probes were represented in 2 factors each) that comprise the 3 top-performing factors in the predictive model (factors 3, 12 and 14). We used the Affymetrix NetAffx Batch Query tool to translate the 115 HU133 Plus 2.0 Array probe identifiers into 115 gene symbols and descriptions. We used GATHER [31,32] to input the lists of 83 upregulated and 32 downregulated probe identifiers and generate annotations for gene ontology categories, KEGG pathways, protein binding partners and transcription factor binding sites.

### Gene Set Enrichment Analysis

Gene Set Enrichment Analysis (GSEA, version 2.0.5) was used as previously described [33,34]. Briefly, we used the gene set annotation feature of GSEA [35] to identify those gene sets that overlap with the upregulated and downregulated genes in the breast tumor predictor. These gene sets offer insights into the functional annotation of our experimentally derived factors and have the potential to reveal the underlying biology of each factor. We used the list of Affymetrix probe identifiers as the input into the browser's query field. After selecting the appropriate identifier platform (Affymetrix HU133 Plus 2.0), we chose to compute the top 10 overlaps with the each of the following categories of gene sets: C1, which represents 326 positional gene sets; C2, which is a collection of 1,892 curated gene sets; C3, which contains 836 gene sets with a shared, putative cis-regulatory element that is conserved across species; C4, which contains 881 computational gene sets that are defined by mining large collections of cancer-oriented microarray data and C5, which contains 1,454 gene sets annotated by a common GO term. In our efforts to annotate the biological function of each factor, we focused on those gene sets that incorporated a large proportion of the genes within the predictor and had the most statistically significant overlap.

### QUADRA

QUADRA encompasses both an open source distributed version control system 'Git' (Version 1.7.2.2 [36]), an adaptation of the open source Ruby on Rails web hosting platform 'Gitorious' [37] as well as 'good operating principles' in genomic computation. The basic principles of QUADRA encompass the following: (1) all data manipulations start with raw data (as obtained from a core facility or GEO), and all manipulations/interactions with the data are performed and versioned within a scientific computing environment, in this case MATLAB (Version 7.9.0.529, R2009b, Mathworks, Natick, MA), (2) the entire analytic flow is recorded and versioned in source code; therefore, all aspects of factor and model generation are performed programmatically and can be read as MATLAB source code, (3) once an analysis is finalized, its "publish" run is recorded as an HTML file so that the scientific community can reconcile the actual analysis with what is reported and the source code; and (4) all source code and data are available to the public [28].

## Results

### Development of a peripheral blood predictor of mouse mammary tumors

The overall modeling strategy we employed involves using the mouse model to first identify those genes that are most relevant to the PBC response to a mammary tumor and then using these genes as the basis for developing a human breast tumor predictor. This strategy is outlined in Figure 1. This approach was based on our initial findings that these transcripts were sufficient to develop a robust and accurate predictor of mouse mammary tumors. To generate a predictive model based on peripheral blood gene expression in the mouse, we first randomly divided samples into roughly equal training and validation cohorts. We strictly adhered to maintaining the independence of the training and validation cohorts by performing all model-building steps in the training set. Following this principle, we next used a sparse ANOVA method to identify 4,276 differentially expressed transcripts between transgenic tumor-bearing mice and age-matched controls in the training cohort and subsequently used (BFRM) to generate a collection of 49 factors in the these samples [25]. These factors were used as variables in SSS [26], to generate a predictive model, which was based solely on the training data and then validated in our independent validation cohort. The predictive model performed with 100% sensitivity and specificity in the training set. More importantly, it performed equally well in the validation set, distinguishing samples based on tumor status with 100% sensitivity and specificity (Figure 2).

**Figure 2:**
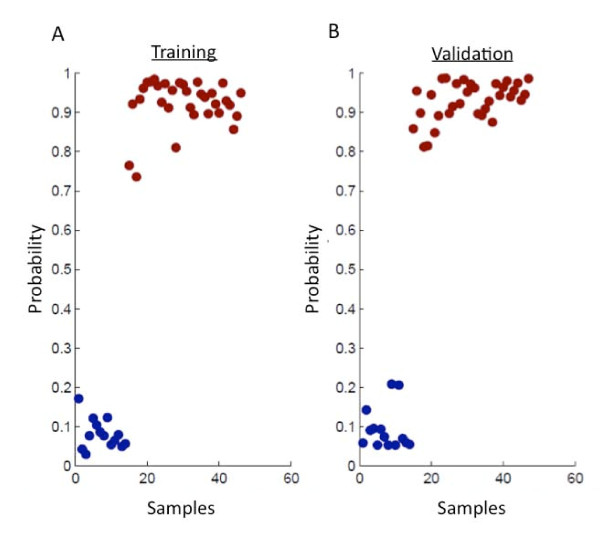
**Generation and validation of the mouse mammary tumor signature**. We generated a mouse mammary tumor predictor based on gene expression of PBCs from a training set of tumor-bearing transgenic mice (n = 32) and nontransgenic tumor-free mice (n = 14). (A) This signature is capable of distinguishing the two classes accurately within the traning data set as shown in the model fit diagram. Blue = healthy tumor-free control mice; red = MMTV/*c-MYC *tumor-bearing mice. (B) Furthermore, this signature was applied to an independent set of PBC samples from transgenic tumor mice (n = 33) and nontransgenic controls (n = 14) to predict the tumor status of each sample. It demonstrated 100% sensitivity and 100% specificity in predicting tumor status, using the optimal threshold of 0.8118 as calculated using Youden's J-statistic.

### Probing the biological basis of a mouse mammary tumor predictor

For these studies, we used the MMTV/*c-MYC *transgenic mouse model. Although the MMTV (mouse mammary tumor virus) promoter is known to control *c-MYC *expression in a mammary-specific manner, we examined *c-MYC *expression in the blood cells of transgenic mice in order to confirm that the peripheral blood signature we observed was not the result of aberrant *c-MYC *expression. We used quantitative RT-PCR to confirm that the transgenic mice used in these experiments have little to no expression of the *c-MYC *mRNA transcript in the peripheral blood cells relative to the high levels observed in the mammary tumors from the transgenic mice. In a second approach, we compared the levels of *MYC *expression among the different groups of mice based on the signal intensity of the Affymetrix probe sets. Our results (Additional File 1) suggest that the peripheral blood signature we observe is not a result of *c-MYC *expression in the peripheral blood cells. In addition, we show that the transgenic and wildtype mice used as the basis for the breast tumor predictor have similar leukocyte profiles, indicating that the observed gene expression changes are not due to a difference in the proportions of the various leukocyte subpopulations (Additional File 2).

### Human Patient characteristics

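RNA of peripheral blood mononuclear cells (PBMCs), the lymphocytes, monocytes and dendritic cells left once granulocytes and most red cells are removed, was measured on Affymetrix U133 Plus 2.0 arrays, 1 array per sample. The training set held 10 Normal, 10 Malignant and 10 Benign samples. The authors deposited RMA values on the log2 scale for 54675 probe sets, of which 62 are Affymetrix controls and 54613 were tested. The paper also describes a normalization by principal components of the control probe sets, and the text does not give their number. In the deposited values the first component still held 85.1% of the variance of the control probe sets, whose SD over the arrays averaged 1.41 against 0.35 for the other probe sets, and the values were used as deposited. A gene symbol of its own was available for 41091 probe sets, covering 19775 genes, and 1801 probe sets with several symbols were not named. Groups were compared with limma, with Benjamini-Hochberg adjustment over the 54613 probe sets and a threshold of 0.05, and 24 gene lists were tested with camera at a preset correlation of 0.01. The factors and their probe sets were taken from the supplementary tables. Each factor was scored as the first principal component of its standardized probe sets, and the scores were combined by linear discriminant analysis, in place of the Bayesian factor regression and shotgun stochastic search of the paper, which were not run. The paper states that the training set was hybridized in 4 batches that each held all phenotypes, and the batch of each array is not given in the sources used here, so no value within a batch could be computed. The number of arrays limits the precision of every value.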

The training set contained samples from women diagnosed with invasive breast cancer or benign breast abnormalities, as well as samples from women with no evidence of breast cancer. The entire training set (including Benign, Normal and Malignant samples) was used to generate factors. The predictive model was built based on a comparison of the Normal and Malignant samples. The validation set contained samples from women with normal, benign or malignant diagnoses, as well as samples from patients with a variety of gastrointestinal cancers or brain cancer. 

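The validation set held 21 Normal, 47 Malignant, 27 Benign, 15 Post-surgery, 15 Gastrointestinal cancer and 7 Brain tumor samples. 6 of the 47 Malignant samples carry a label of a draw before surgery, and they were kept with the Malignant group. The median log2 value of an array lay between 3.99 and 4.36 in the Normal and Malignant validation groups. The median correlation of an array with the others of its group had a median of 0.975 in Normal and 0.976 in Malignant, with lowest values of 0.909 in Normal and 0.892 in Malignant. In training the lowest values were 0.962 in Normal and 0.972 in Malignant. The 3' to 5' difference of the actin control probe sets, which grows as RNA is degraded, was 2.70 ± 2.48 (SD, n = 10) in Normal and 0.90 ± 0.39 (SD, n = 10) in Malignant training samples on the log2 scale (permutation test, two-sided, adjusted p = 0.0440 over 13 measures). In validation it was 2.25 ± 0.94 (SD, n = 21) in Normal and 2.16 ± 1.55 (SD, n = 47) in Malignant samples (adjusted p = 0.242 by the same test). The brain tumor samples are peripheral blood leukocytes collected by leukapheresis according to the paper, so cell preparation, collection and disease cannot be told apart in that group.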

The clinical and demographic characteristics of the training and validation patient cohorts are broken down into phenotypic subgroups (Normal and Malignant) and reported in Table 1. These two cohorts did not show any statistically significant differences in terms of age, race, gender, diagnosis, BI-RADS score, hormone receptor status or lymph node status. The training cohort consisted of 10 samples from healthy, control individuals (average age of 56 years; range 44-75) and 10 samples from breast cancer patients (average age of 61 years; range 43-85); the validation cohort consisted of 21 samples from healthy, control individuals (average age of 58 years; range 46-80) and 47 samples from breast cancer patients (average age of 59 years; range 32-85). A comparison of patient characteristics based on phenotypic group can be found in Additional File 3. Notably, we ensured that the patient samples in the training cohort were all processed together to minimize technical batch effects.

**Table 1:** Patient characteristics by training and validation data set.

Normal (n = 31)				
**Category**		**Training (n = 10)**	**Validation (n = 21)**	**p-value**

Age (y)				0.5400*
	Mean	55.80	57.81	
	Median	55.00	55.00	
	Max	75.00	80.00	
	Min	44.00	46.00	
Gender				N/A
	Female	20	68	
	Male	0	0	
Race				0.2216†
	White	9	14	
	Other	1	7	
BI-RADS Score				0.2540‡
	0	0	2	
	1	9	13	
	2	1	6	
	3	0	0	
	4	0	0	
	5	0	0	
	6	0	0	

	Incomplete/Unavailable	0	0	

Malignant (n = 57)				

Category		Training (n = 10)	Validation (n = 47)	p-value

Age (y)				0.6444*
	Mean	61.4	58.68	
	Median	56	61	
	Max	85	85	
	Min	43	32	
Gender				N/A
	Female	10	47	
	Male	0	0	
Race				1.0000†
	White	9	14	
	Other	1	7	
BI-RADS Score				0.8695‡
	0	0	2	
	1	0	2	
	2	1	2	
	3	0	0	
	4	3	16	
	5	4	12	
	6	0	2	
	Incomplete/Unavailable	2	11	
HER2				0.2253‡
	Positive	3	5	
	Negative	4	18	
	Unknown	3	24	
ER				0.1036‡
	0 - 2	3	15	
	3 - 8	4	6	
	Unknown	3	26	
PR				0.2844‡
	0 - 2	4	12	
	3 - 8	3	8	
	Unknown	3	27	
Positive Lymph Nodes				0.0685‡
	No LN Sampling	1	23	
	0	5	18	
	1	1	4	
	2	1	1	
	3	0	1	
	9	1	0	

* Mann-Whitney test

† Fisher's exact test

‡ Chi-square test

N/A: Not Applicable

### Development of a peripheral blood predictor of human breast tumors

Based on the performance of the mouse mammary tumor predictor, we sought to use these studies as the foundation for developing a predictor of human breast tumors. To develop this predictor, we started with the list of differentially expressed genes derived from the mouse model and translated them into their human gene orthologs. We used this gene list to filter our human gene expression data. Next, we used the same modeling pipeline employed for the mouse model to generate sparse factors and train a predictive model using shotgun stochastic search. In building the models, we again randomly divided the dataset into independent training and validation cohorts, as previously described, and ensured that factors and the predictive model built from them were generated from the training set alone and completely insulated from the validation set.

The performance of the derived predictive model in distinguishing controls from cancer patients is shown in Figure 3 (A-C). 

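In the training set 296 probe sets were higher and 377 lower in Malignant than in Normal PBMCs at an adjusted p under 0.05 from limma. The largest increases belonged to ATP6V1A, a subunit of the vacuolar proton pump, SNAP23, a membrane fusion protein, and FCAR, the IgA receptor of myeloid cells, with log2 fold changes of 2.24 (standard error 0.47, adjusted p = 0.0256), 2.12 (standard error 0.50, adjusted p = 0.0429) and 2.05 (standard error 0.41, adjusted p = 0.0204). FCAR had a mean of 3.64 in Normal, below the median value of an array there (4.14), so the size of its difference is uncertain. ALYREF, an mRNA export factor, MAP3K1, a kinase upstream of JNK, and NDRG3 followed at 1.80, 1.77 and 1.70. The largest decreases were in the hemoglobin genes HBD (log2 fold change -2.18, standard error 0.54, adjusted p = 0.0473) and HBM (-1.81, standard error 0.42, adjusted p = 0.0388) and in SLC25A37, the mitochondrial iron importer of red cell precursors (-1.69, standard error 0.33, adjusted p = 0.0195). RPL36A, ZNF232-AS1 and LOC401261 were lower by -1.22, -1.13 and -1.11. Of 13 measured genes of the erythroid list 3 fell and none rose, with 10 lower when adjusted over the list alone and a median log2 fold change of -1.25 (camera adjusted p = 1.54e-08, and adjusted p = 0.244 with an estimated correlation). None of 21 monocyte genes passed limma's threshold, 6 were higher when adjusted over the list alone, and their median was 0.37 (camera adjusted p = 1.98e-09, and adjusted p = 0.244 with an estimated correlation). 4 subunits of the respiratory chain fell (COX6C, COX7A2, NDUFB3 and COX7C) among 21 genes of oxidative phosphorylation, 8 lower and 3 higher when adjusted over the list alone, with adjusted p = 0.0375 from camera and adjusted p = 0.392 with an estimated correlation. Of 16 cell cycle genes TYMS (0.87) and KIF11 (0.53, with means of 3.15 and 2.62 below that median, as were several of the members not called) rose, 5 when adjusted over the list alone, with adjusted p = 1.43e-05 from camera, adjusted p = 0.0746 with 2 control components as covariates and adjusted p = 0.244 with an estimated correlation. The GAPDH 3' to 5' difference moved with the same groups, at 2.06 ± 2.08 (SD, n = 10) in Normal and 0.71 ± 0.31 (SD, n = 10) in Malignant samples (permutation test, adjusted p = 0.0440). The score built from factors 3, 12 and 14 gave an AUC of 0.85 on the samples it was fitted to, with 80% sensitivity and 90% specificity at the Youden threshold. With each sample left out of the discriminant in turn the AUC was 0.64 (permutation test with 1000 refits, p = 0.554). With 2 or 4 control components as covariates limma called 5 or 6 probe sets in place of 673, and over the 673 the median size of the log2 fold change went from 0.53 to 0.40 or 0.38 and the median standard error from 0.115 to 0.142 or 0.148, with 100% of signs kept.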

The predictor showed robust capacity to distinguish between the two groups in the training set. Moreover, we were able to predict tumor status in the validation set with 89% sensitivity and 100% specificity (as calculated using Youden's J-statistic to obtain a threshold of 0.3760). 

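In the validation set 4026 probe sets were higher and 5953 lower in Malignant than in Normal PBMCs at an adjusted p under 0.05 from limma. The split by direction changed with the scaling, to 6747 higher and 3921 lower with each array centred on its median and to 3213 and 2973 with a filter on low signal. The largest increase was in FOS, an AP-1 transcription factor induced within minutes of cell stimulation, with a log2 fold change of 2.30 (standard error 0.28, adjusted p = 2.24e-08). DDX6, an RNA helicase (1.88), the lysosomal protease CTSZ (1.79), the nuclear receptor NR4A2 (1.63), ERGIC1 (1.49) and CXCL8, the neutrophil chemokine (1.49), followed. HBD (-1.63), PRKD2 (-1.50), HINT3 (-1.48), RBM39 (-1.38), HBM (-1.35) and SLC25A37 (-1.22) had the largest decreases. The Malignant means of PRKD2 (3.65) and HINT3 (2.84 ± 0.29, SD, n = 47, against 4.32 ± 1.49, SD, n = 21, in Normal) lay below the median value of an array (4.16), so the sizes of these differences and their ranks are uncertain. Of 21 immediate-early genes 14 rose and none fell, 17 when adjusted over the list alone, among them DUSP1 with a log2 fold change of 1.32 (camera adjusted p = 1.54e-09, and adjusted p = 0.251 with an estimated correlation). 5 of 21 monocyte genes rose, with CST3 at 0.61 and CD163 at 0.67, and 6 were higher when adjusted over the list alone (camera adjusted p = 0.00252, and adjusted p = 0.447 with an estimated correlation). 4 of 13 erythroid genes fell, 8 when adjusted over the list alone (camera adjusted p = 9.43e-04, and adjusted p = 0.439 with an estimated correlation). 7 of 17 ribosomal protein genes fell, 8 when adjusted over the list alone, with RPL22 at -0.33 and RPL7 at -0.14 (camera adjusted p = 9.43e-04, and adjusted p = 0.326 with an estimated correlation). 9 of 16 cell cycle genes rose, 10 when adjusted over the list alone (camera adjusted p = 6.18e-04, and adjusted p = 0.317 with an estimated correlation), but CDK1, CCNA2, TPX2 and KIF11 among them, named after their values were seen, had both means below the median value of an array and are not shown to be above background. The score from factors 3, 12 and 14 averaged -0.0040 ± 1.26 (SD, n = 47) in Malignant and 0.105 ± 1.03 (SD, n = 21) in Normal samples. At the Youden threshold 7 of 47 Malignant samples lay above it, a sensitivity of 14.9% (95% Clopper-Pearson interval 6.20 to 28.3), and 21 of 21 Normal samples lay below it, a specificity of 100% (interval 83.9 to 100). At the midpoint fixed in training the sensitivity was 48.9% and the specificity 47.6%. With 2 or 4 control components as covariates limma called 6848 or 308 probe sets in validation.

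**Figure D1:**
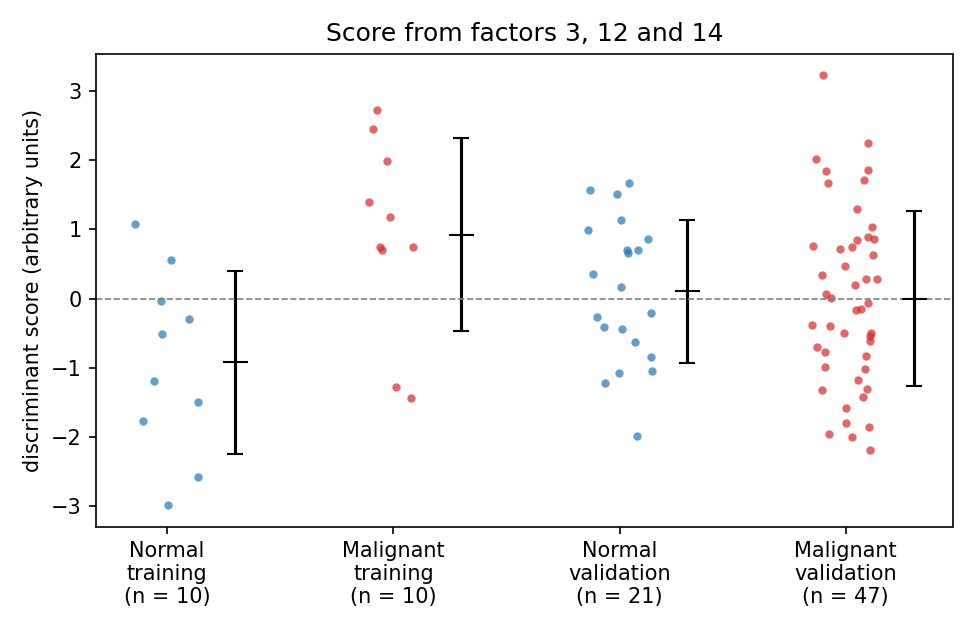
Discriminant score from factors 3, 12 and 14 (arbitrary units) for each Normal and Malignant sample of the training and validation sets, with the mean and SD as black bars and the training midpoint as a dashed line. The means are apart in training, where the score was fitted (0.922 ± 1.40 against -0.922 ± 1.32), and the samples of both groups overlap in validation.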

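CEBPB, a transcription factor of myeloid genes, and ACTR2, a subunit of the actin nucleating complex, are among the genes of factors 3, 12 and 14. ACTR2 was singled out after its values were seen. In Malignant validation samples CEBPB was higher by 0.60 on the log2 scale (standard error 0.12, adjusted p = 3.31e-04 from limma) and ACTR2 by 0.68 (standard error 0.13, adjusted p = 1.22e-04). The ROC curve of the score over 47 Malignant and 21 Normal validation samples had an AUC of 0.470 (95% DeLong interval 0.325 to 0.615; permutation test with 100000 resamples, two-sided, p = 0.704). With all 26 factors of the supplementary table in a ridge logistic regression in place of factors 3, 12 and 14, the AUC was 0.916 (interval 0.846 to 0.985; permutation p = 1e-05, the smallest that 100000 resamples can give). That model placed 40 of 47 Malignant samples above its Youden threshold and 20 of 21 Normal samples below it, and at the midpoint fixed in training 20 of 47 and 21 of 21 fell on their own side.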

The diagnostic characteristics of this predictive model were tested by a receiver-operator characteristic (ROC) curve, which demonstrated an area under the curve (AUC) of 0.9696. We obtained similar results from the swap experiment in which we swapped the training and validation sets and completely regenerated the factors and the predictive model (again maintaining strict independence of the switched training and validation sets), indicating the validity of the modeling approach based on the orthologs identified in mouse (Figure 3 D-F). 

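Factors 13, 25, 26, 20 and 42 of the swapped model, named in the supplementary tables, were scored in all validation samples, fitted in the 47 Malignant and 21 Normal ones and tested on the 20 training samples. The AUC was 0.87 (95% DeLong interval 0.704 to 1; permutation test, p = 0.00408, n = 10 and 10). At the Youden threshold 9 of 10 Malignant samples and 8 of 10 Normal samples fell on their own side. At the midpoint fixed in the validation samples, 10 of 10 Malignant but 1 of 10 Normal samples did. Among single factors the AUC was 0.74 for factor 25, with 88 probe sets, and 0.70 for factor 42, with 41, and neither passed its permutation test (p = 0.0766 and p = 0.144). Factors 13, 26 and 20 had AUCs of 0.63, 0.46 and 0.41 (permutation p = 0.353, 0.795 and 0.526). After quantile normalization of all arrays the AUC of the 5 factors was 0.68 (permutation p = 0.190), and under the other alternatives it ran from 0.82 with 4 control components removed (p = 0.0149) to 1 with all 50 factors (p = 3e-05). From its own similar results in the swap experiment, the paper reasons to the validity of modeling on the orthologs found in mouse.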

The results of the mock factor analysis (Figure 3 G-I) confirm that a model based on a set of unrelated, biologically orthogonal factors is not sufficient to build a predictive model of breast tumor status. The mock factors, which were generated from an insulin/muscle-biopsy gene expression dataset (GSE 7146), were unable to distinguish between samples based on breast tumor status in the independent validation set. In addition to the swap experiment and mock factor analysis, we also performed permutation testing to evaluate the reproducibility of the predictive model. We used the same factors generated in the original training set, but randomly assigned samples to either the training or validation sets (100 permutations). 

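The 31 Normal and 57 Malignant samples of both sets were assigned at random 100 times, 10 and 10 to training and 68 to validation, with factors 3, 12 and 14 kept. The median AUC over the assignments was 0.618 (central 95% 0.414 to 0.710, SD 0.0762), from 0.328 to 0.718. The AUC was above 0.5 in 90 of 100 assignments and at or above that of the original assignment in 92. The median sensitivity was 48.9% and the median specificity 81.0% at each assignment's Youden threshold. Ridge logistic regression in place of the discriminant gave a median of 0.617.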

The distribution of test characteristics from this analysis are shown in Additional File 4 and indicate that we are able to generate a robust predictive model regardless of which samples were assigned to the training and validation sets. Additional File 5 shows the results (overlaid with the results in Additional File 4 for comparison) of a negative control experiment in which we scrambled the phenotypic labels of the samples but used the same factors generated from the original training set to generate a potential predictive model. 

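Normal and Malignant labels were scrambled 200 times within the training and validation sets, with factors 3, 12 and 14 kept. The median AUC was 0.501 (central 95% 0.362 to 0.642). 128 of 200 scrambles gave an AUC at or above the one from the true labels. 1000 random sets of 3 probe set lists of the same sizes, scored in the same way with the true labels, had a median AUC of 0.674 and a 95th percentile of 0.849, and the true factors lay at percentile 5.2 among them.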

The distributions of test characteristics from these analyses show that the factors generated from the original training set are dependent on phenotype (presence of a tumor). Finally, to evaluate the possibility of generating a predictor derived purely from human peripheral blood mononuclear cell (PBMC) samples, we performed a sparse ANOVA (using identical parameters as those used with the mouse data) on a training cohort of patients with malignancy versus healthy volunteers with no malignant or benign breast lesions. This yielded a small subset of 81 genes. 

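Among the probe sets tested in the training samples, 32 had a posterior probability of at least 0.99 of a difference between Malignant and Normal by limma, with a prior proportion of 0.01. The paper gives its own list as 81 genes. The 81 probe sets with the smallest limma p in training were taken as a list of that size, and 0 of them were among the 115 probe sets of factors 3, 12 and 14, from which limma called 1 in training, ATP8A1, a phospholipid flippase (log2 fold change 0.53, standard error 0.12, adjusted p = 0.0389), a gene singled out after its values were seen. Over all probe sets 8536 had an unadjusted p under 0.05. The list was chosen on samples whose actin 3' to 5' difference differed by -1.79 between Malignant and Normal.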

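The first principal component of those 81 probe sets, fitted in training, gave an AUC of 0.969 in the validation samples (95% DeLong interval 0.926 to 1; permutation test, p = 1e-05, the smallest that 100000 resamples can give). At the Youden threshold 43 of 47 Malignant samples and 21 of 21 Normal samples fell on their own side, and at the midpoint fixed in training 34 of 47 and 21 of 21 did. The list was not scored on Benign samples. limma called 0 probe sets for Malignant against Benign in both sets. For Benign against Normal it called 12416 in validation and 3 in training. The AUC is therefore not shown to be particular to malignancy. When control components were removed the list was chosen anew, so list and processing changed together and their effects cannot be told apart. With 2 control components removed the AUC was then 0.903. With 4 it was 0.733 (interval 0.602 to 0.863; permutation p = 0.00196), with 72.3% sensitivity and 66.7% specificity at the Youden threshold. At the training midpoint 26 of 47 Malignant samples fell on their own side with 2 removed and 19 of 47 with 4. The AUC minus that of factors 3, 12 and 14 was 0.498 (bootstrap 95% interval 0.348 to 0.637, 2000 draws). Of the 673 probe sets called in training, 587 had the same sign of difference in validation, and 323 were called in both sets, 321 of them in the same direction. HBD, HBM, SLC25A37 and ALYREF were among the genes called in both, while ATP6V1A, SNAP23 and NDRG3 had log2 fold changes of 0.12, -0.17 and -0.24 in validation (adjusted p = 0.850, 0.762 and 0.559 from limma). FCAR differed between the sets in its effect (interaction, adjusted p = 0.0404 from limma), with a log2 fold change of 0.09 in validation. The interaction term called 150 probe sets, against 174 with 2 control components as covariates and 1 with 4.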

Employing BFRM as previously described to identify potentially predictive factors, we identified a single factor, which performed no better than the mouse-derived factors.

**Figure 3:**
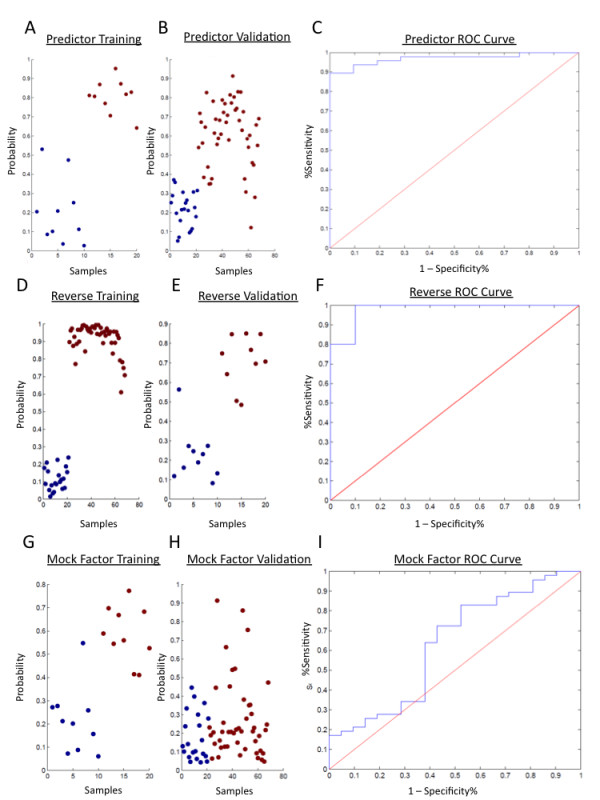
**Gene expression signature predicts human breast cancer**. We generated a human breast cancer predictor from human PBMC samples by using a mouse model of breast cancer to first identify the most informative probes to use in a subsequent factor modeling approach. (A) We generated the predictive model from a training set of healthy cancer-free individuals (n = 10) and patients with invasive breast cancer (n = 10). Blue = normal; red = malignant. An assessment of the model fit shows that this predictor has a robust capacity to discriminate among samples based on breast tumor status with 100% sensitivity and specificity. (B) We then used this predictive model to evaluate an independent set of samples (n = 162) for the capacity to distinguish controls from patients with a diagnosis of malignant breast cancer. This represents an external validation using samples not used in either the factor generation or the model building process. (C) We were able to predict breast cancer status with a sensitivity of 89% and specificity of 100% (AUC = 0.97) as shown in the ROC curve. The optimal threshold was calculated as 0.3760 based on Youden's J-statistic. (D) We then tested the validity of our modeling strategy by swapping the training and validation sets. New factors were generated based on the original validation set and new models were generated. The model fit diagram shows the ability to generate a robust model from the original validation set. (E) This new model was validated in the original training set. (F) It demonstrated a sensitivity of 100% and a specificity of 90% (AUC = 0.98). As a negative control, we generated mock factors from a publicly available dataset that was biologically unrelated to breast tumor status. We then projected these factors into the training (G) and validation (H) sets. (I) The sensitivity was 83% and specificity was 48% (AUC = 0.63).

### Functional annotation of the genes comprising the breast tumor predictor

The predictor described in this study reflects changes in the transcriptional program of the peripheral blood cells in response to the presence of a breast tumor. However, the mechanism(s) underlying this response are unknown and could be due to either a direct interaction between tumor and immune cells or indirect communication via signaling molecules. In order to better understand the biological underpinnings of this PBC response, we focused on the 3 top-performing factors based on their median posterior marginal probabilities, which were significantly above the level of background noise (Figure 4). These factors, designated Factor 3, Factor 12 and Factor 14, exhibit coordinated expression across the samples in the training set. In addition, the relationship of the genes in the factors is largely conserved in the validation set (Additional File 6). These factors are described in terms of their constituent Affymetrix probe identifiers in the Additional Data Files section (original_gene_factor_summary.txt). However, in order to simplify the presentation of these data, we have combined the gene lists of the three top factors in the predictor (3, 12 and 14) for a total of 115 unique probe identifiers (Additional File 7). 

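Factor 3 held 61 probe sets, factor 12 held 31 and factor 14 held 26. In the 30 training samples the first principal component carried 51.7% of the variance of factor 3, 63.1% of factor 12 and 43.5% of factor 14. Random lists of the same sizes, matched on mean expression, had medians of 19.7%, 20.4% and 23.0%, and all 3 factors lay at percentile 100 of 10000 such lists. The mean absolute correlation between pairs of probe sets was 0.488, 0.597 and 0.409. These factors had been built on the same samples, so the values describe them and are not independent evidence.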

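Over all validation samples the first principal component carried 42.8% of the variance of factor 3, 49.4% of factor 12 and 29.4% of factor 14, against medians of 28.1%, 26.7% and 30.7% for matched random lists. Factors 3 and 12 lay at percentile 100 of 10000 lists and factor 14 at percentile 36.9. The loadings of the probe sets in training and validation correlated with Pearson's r of 0.898, 0.934 and 0.849 across probe sets, which are not independent replicates, and 59 of 61, 31 of 31 and 23 of 26 kept their sign. Matched random lists had a median r of 0.614, 0.693 and 0.525 and kept 73.8%, 74.2% and 73.1% of signs, and the factors lay at percentiles 99.98, 99.85 and 97.1 of them by r and 100, 99.95 and 90.5 by signs kept. With Normal and Malignant samples alone the values for factor 14 were r = 0.496 and 13 of 26, at percentiles 48.5 and 3.23.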

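The 26 factors of the supplementary table held 744 probe sets, and factors 3, 12 and 14 held 115, of which 3 belonged to 2 factors. Among the gene lists fixed apart from the study, those of the heat shock response and the immediate-early genes each had 3 genes with a probe set among the 115, and that of the pentose phosphate pathway had 2. The lists of monocytes, T cells and STAT3 targets each had 1. No gene of the erythroid, platelet, neutrophil, B cell, NK cell, dendritic cell, plasma cell, cell cycle or interferon lists had one. The same held for the lists of NF-kappaB targets, of hypoxia and glycolysis, and of oxidative phosphorylation. None of the 17 measured genes of the ribosomal protein list had one. RPL15, a ribosomal protein, is among the 115 but not among those 17.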

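In training, 82 of 83 probe sets listed as upregulated had a higher mean in Malignant samples and 32 of 32 listed as downregulated had a lower one, and the listed differences equalled the deposited values within 0.001 for 115 of 115. The list was chosen on these samples, so its direction there is not independent evidence. limma called 1 of the 83 higher in training, and 2 of the 115 were higher when adjusted over the list alone. In validation 65 of the 83 had a higher mean and 25 of them passed limma's test. ACTR2, SERTAD3, DUSP10, CEBPB and TLR4 had the largest increases, and ACTR2 and SERTAD3 were singled out after their values were seen. Of all 115, 30 were higher and 2 lower in validation when adjusted over the list alone. ITFG2 fell, with a log2 fold change of -0.30 (standard error 0.10, adjusted p = 0.0300 from limma). Of the 32, 11 had a lower mean in validation and 1 passed the test as lower. The median log2 fold change of the 83 was 0.27 in training and 0.18 in validation. Across the 115 probe sets the differences in the sets correlated with r = -0.0169, a value across probe sets that are not independent. None of the 115 differed between the sets by limma's interaction term.

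**Figure D2:**
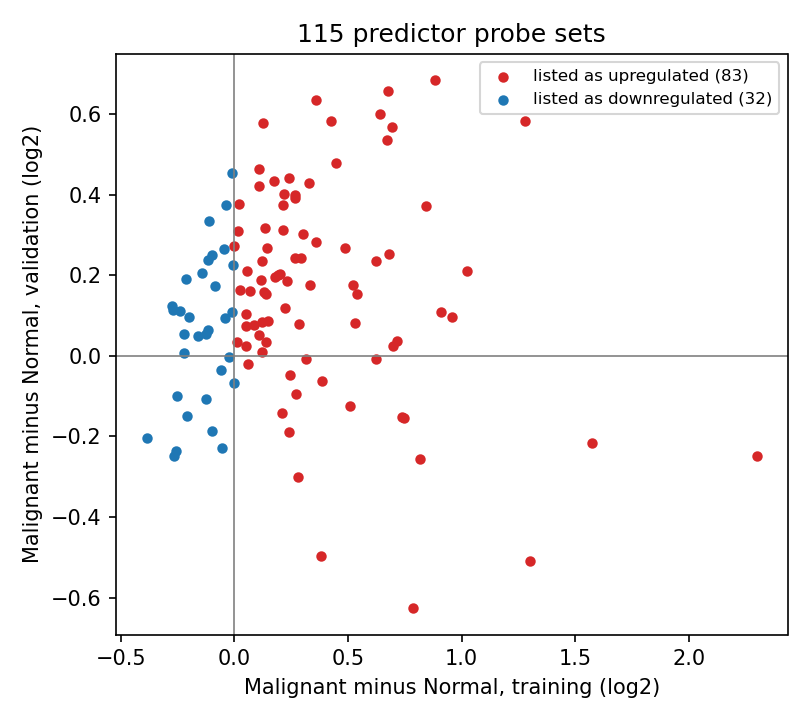
Mean log2 difference, Malignant minus Normal, of the 115 probe sets in training (horizontal) and validation (vertical), colored by the direction the study lists. Points above 0 on the vertical axis are 65 of the 83 listed as upregulated and 21 of the 32 listed as downregulated.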

Next, we analyzed this combined gene list based on the subsets of genes that were either upregulated (83 probe identifiers) or downregulated (32 probe identifiers) in the PBMCs of breast cancer patients compared to healthy controls using the various functions on GATHER (Gene Annotation Tool to Help Explain Relationships; [32]) and the GSEA (Gene Set Enrichment Analysis) Molecular Signatures Database [33,34]. The results of these analyses are included in the Additional Data Files section.

**Figure 4:**
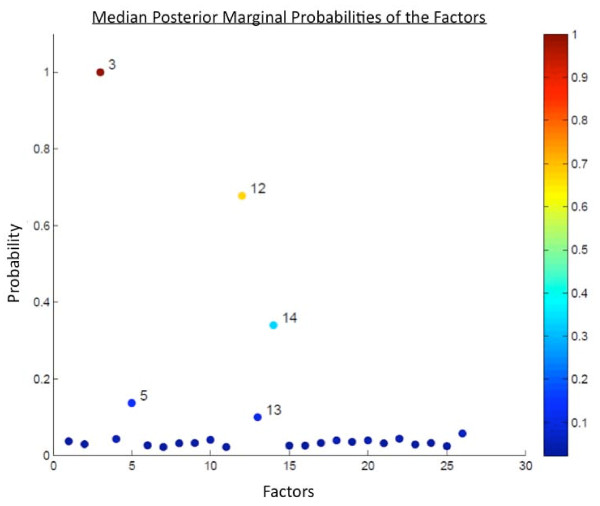
**Inclusion probabilities of factors in the predictive model**. We generated a collection of 26 factors from the human PBMC training set using the methods described previously and used SSS to put these together in various combinations to form predictive models (5000 iterations), which were validated in an independent sample set. We calculated the top performing factors based on their inclusion probability (median posterior marginal probability) in the top 200 models. These 26 factors are plotted along the x-axis and the median posterior marginal probabilities are plotted on the y-axis. The top 3 factors with inclusion probabilities significantly above the background noise are 3, 12 and 14.

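Scored one at a time in the validation samples, factor 3 had an AUC of 0.696 (95% DeLong interval 0.570 to 0.822; permutation p = 0.00999), with a mean score of -0.183 ± 6.25 (SD, n = 47) in Malignant and -4.20 ± 3.66 (SD, n = 21) in Normal samples. Factor 12 had an AUC of 0.470 (p = 0.704) and factor 14 one of 0.543 (p = 0.580). On the training samples they were fitted to, the AUCs were 0.64, 0.81 and 0.66.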

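The study's annotation of the NF-kappaB cascade holds 5 genes of the predictor, and 3 of them, VAPA, LITAF and PLK2, passed limma's threshold as higher in Malignant validation samples at their brightest probe sets, 4 when adjusted over the list alone. VAPA, a membrane contact protein, had a log2 fold change of 0.43 at the study's probe set (standard error 0.10, adjusted p = 0.00209 from limma), LITAF, a regulator of TNF expression, 0.27 (standard error 0.09, adjusted p = 0.0278), and PLK2, a stress-induced kinase, 0.31 (standard error 0.11, adjusted p = 0.0315). PLK2 had means of 2.72 and 2.42, below the median value of an array, and is not shown to be above background. TLR4, the lipopolysaccharide receptor, had 0.58 (standard error 0.20, adjusted p = 0.0347) at the study's probe set and was not called at its brightest one. TNFRSF1A, the TNF receptor, had 0.30 (standard error 0.12, adjusted p = 0.0622). None of the 5 passed limma's threshold in training, where 1 was higher when adjusted over the list alone. The list came from these samples, so its training direction is not independent evidence, and camera gave adjusted p = 0.00713 in validation, adjusted p = 0.0528 over the mean of all probe sets of a gene and adjusted p = 0.251 with an estimated correlation. Among 18 NF-kappaB target genes fixed apart from the study, 7 rose and 2 fell in validation, with CXCL2 at 0.72 (means of 3.43 and 2.71, below the median value of an array), IL1B at 0.51 and TRAF1 at -0.35, and 10 and 3 when adjusted over the list alone (camera adjusted p = 0.0190, and adjusted p = 0.326 with an estimated correlation). The monocyte list was higher in the same Malignant samples, by 0.21 in its mean (permutation test, adjusted p = 0.0202).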

Using the GO (Gene Ontology) function of GATHER, we identified the following gene ontology categories that were significantly enriched in the upregulated subset of genes (p-value ≤ 0.003): I-kappaB kinase/nuclear factor (NF)-kappaB cascade (GO:0007249); protein kinase cascade (GO:0007243); intracellular signaling cascade (GO:0007242); positive regulation of I-kappaB kinase/NF-kappaB cascade (GO:0043123); regulation of I-kappaB kinase/NF-kappaB cascade (GO:0043122); pentose-phosphate shunt (GO:0006098); NADPH regeneration (GO:0006740); positive regulation of signal transduction (GO:0009967); NADPH metabolism (GO:0006739). We also identified similar gene ontology categories by calculating the overlap between the upregulated subset of genes within the predictor and GSEA gene ontology gene sets. Furthermore, the KEGG (Kyoto Encyclopedia of Genes and Genomes) analysis revealed that this subset of upregulated genes contained a significant number of genes involved in the canonical MAPK (mitogen-activated protein kinase) signaling pathway, which plays a role in NF-kappaB pathway signaling. In addition to the MAPK pathway, KEGG analysis also implicated the pentose phosphate pathway and the Jak-STAT (Janus kinase and signal transducer and activator of transcription) signaling pathway. 

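Of the 6 genes of the study's MAPK annotation, DUSP10, a phosphatase of p38 and JNK, rose in Malignant validation samples, with a log2 fold change of 0.64 (standard error 0.17, adjusted p = 0.00591 from limma). JUN, the AP-1 subunit, rose by 0.89 at its brightest probe set (adjusted p = 0.0381) and had 0.46 at the one the study lists (adjusted p = 0.376). MAP2K2, GADD45B and RASGRP1 had 0.27, 0.19 and 0.02 at the study's probe sets, with adjusted p = 0.244, 0.334 and 0.900. None of the 6 passed in training, where DUSP10 had 0.36 (adjusted p = 0.241), and the list was chosen on those samples. In validation 3 were higher when adjusted over the list alone, and camera gave adjusted p = 0.0392, adjusted p = 0.0827 with 2 control components as covariates and adjusted p = 0.251 with an estimated correlation. In training camera gave adjusted p = 0.0871, and adjusted p = 0.0207 over the mean of all probe sets of a gene and adjusted p = 0.244 with an estimated correlation at the brightest probe sets.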

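The 2 pentose phosphate genes of the predictor are PGD and TALDO1, enzymes of NADPH and sugar phosphate production. PGD had a log2 fold change of 0.52 in training (standard error 0.16, adjusted p = 0.103 from limma) and 0.18 in validation (adjusted p = 0.515), and TALDO1 0.12 and 0.08 (adjusted p = 0.610 and 0.485). Of 6 measured genes of the wider pathway none passed in either set, with 2 higher in training and 0 in validation when adjusted over the list alone. camera gave adjusted p = 0.0285 in training and 0.230 in validation. The training value was 0.252 over the mean of all probe sets of a gene, 0.540 with 2 control components as covariates and adjusted p = 0.244 with an estimated correlation. Of 4 Jak-STAT genes, PTPN11, a phosphatase of cytokine receptors, rose in validation, with 0.25 at its brightest probe set (standard error 0.08, adjusted p = 0.0165), and 3 were higher when adjusted over the list alone. At the study's probe set PTPN11 had 0.19 (adjusted p = 0.0219), with means of 3.15 and 2.96, below the median value of an array. JAK1 had 1.02 in training (standard error 0.35, adjusted p = 0.145) and 0.21 in validation, and IL13RA1 had 0.63 and 0.24, at the study's probe sets and none past the threshold. At its brightest probe set JAK1 had -0.01 in training and 0.20 in validation (adjusted p = 0.980 and 0.114), and IL13RA1 had 0.18 and 0.32. camera gave adjusted p = 0.224 in training and 0.110 in validation for the Jak-STAT list, and adjusted p = 9.42e-04 in training over the mean of all probe sets of a gene. The Jak-STAT training value was adjusted p = 0.392 with an estimated correlation at the brightest probe sets.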

The pentose phosphate pathway is involved in NADPH production and metabolism. This finding coincides with the initial GATHER GO analysis, which identified NADPH regeneration and metabolism categories as being significantly enriched within the upregulated genes in the predictor. The Jak-STAT signaling pathway is activated in response to interferon, interleukins and cytokines and results in the transcription of genes responsive to a particular STAT. 

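Among 12 measured STAT3 target genes fixed apart from the study, JUNB (log2 fold change 0.79, standard error 0.15, adjusted p = 7.32e-05 from limma), CEBPB and SOCS3, the feedback inhibitor of IL-6 signaling (1.14, standard error 0.24, adjusted p = 4.03e-04), rose in Malignant validation samples and none fell. camera gave adjusted p = 0.0442, and adjusted p = 0.407 with an estimated correlation, and 3 were higher when adjusted over the list alone. In training none passed limma's threshold, 1 was higher when adjusted over the list alone, and camera gave adjusted p = 0.0280, adjusted p = 0.330 with 2 control components as covariates and adjusted p = 0.244 with an estimated correlation. IL6R, the IL-6 receptor, had 0.24 in training and -0.19 in validation at the study's probe set (adjusted p = 0.507 and 0.358). Of the study's 5 STAT3 binding partners, a list chosen on the training samples, JUN and PTPN11 rose in validation and 2 when adjusted over the list alone, and HSP90AA1 had 0.74 in training and -0.15 in validation at the study's probe set (adjusted p = 0.144 and 0.627), against -0.11 and 0.06 at its brightest one (adjusted p = 0.530 and 0.557). camera gave adjusted p = 0.644 in training and 0.110 in validation for those partners, and adjusted p = 0.00225 in training over the mean of all probe sets of a gene. Their training value was adjusted p = 0.725 with an estimated correlation at the brightest probe sets.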

In fact, the Protein Binding function of GATHER identified a significant enrichment of STAT3 binding partners within the upregulated set of genes and GSEA analysis reported significant overlap between the upregulated genes and gene sets related to IL-6 (interleukin 6), which is an activator of STAT3.

Using the TRANSFAC^® ^function of GATHER, we identified several transcription factor binding sites that were significantly enriched in the downregulated subset of genes (p-value ≤ 0.003). In particular, 3 of these transcription factors had putative binding sites in almost all of the downregulated genes in the predictor: 1) V$CETS1P54_01: c-Ets-1 (p54); 2) V$KROX_Q6; and 3) V$E2F_Q6: E2F. This subset of downregulated genes also contained 5 genes that overlapped with the peripheral blood signature of bladder cancer described by Osman et al. [3] (p-value = 0.000228).

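The 32 probe sets listed as downregulated had a median log2 fold change of -0.12 in training and 0.08 in validation. limma called none of them in training. In validation it called RPL15 lower and RRAS2, a small GTPase, higher, with a log2 fold change of 0.45 (standard error 0.12, adjusted p = 0.00513), while 30 did not pass; RRAS2 was singled out after its values were seen. The difference in RRAS2 was the largest in size among the 32 in validation, and in training it was -0.01. Binding sites were not analysed here.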

We also compared the predictive models generated from the original experiment and the swap experiment based on factor annotation. The top factors in the predictive model from the swap experiment consisted of 457 unique Affymetrix probe sets (Additional File 8 and Additional File 9). Of these, 24 overlapped with the original model (115 probes). These 24 overlapping probe sets, or genes, are implicated in positive regulation of the I-kappaB kinase/NF-kappaB cascade, which strengthens the identification of this particular pathway in the original predictive model.

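Factors 13, 25, 26, 20 and 42 of the supplementary table of the swapped model held 425 different probe sets, of 2056 in its 50 factors. Factor 13 held 138 probe sets, factor 20 held 104, factors 25 and 26 held 88 each and factor 42 held 41.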

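24 probe sets are shared by the 425 and the 115 here, 18 of them listed as upregulated and 6 as downregulated. The paper counts 457 in its swapped model and gives the overlap as a number, so which probe sets it shares was not compared. In validation 12 rose, 1 fell and 11 did not pass limma's test, and 20 had a mean difference of the listed sign. PTP4A1, a membrane phosphatase, had a log2 fold change of 0.53 (standard error 0.13, adjusted p = 0.00212), SRRM1, a splicing coactivator, 0.58 (standard error 0.09, adjusted p = 4.54e-06), and PPP1R15A, a stress-response regulator of translation, 0.48 (standard error 0.16, adjusted p = 0.0244). APPBP2 (0.43), ARHGAP26 (0.38), CXCR4, a chemokine receptor (0.42), RLIM (0.58) and ARAF (0.32) rose as well, with CEBPB and 3 genes of the NF-kappaB cascade. None of the 24 passed in training, where CEBPB had an adjusted p of 0.0790. The genes shown beyond those the study names were chosen after their values were seen, and the study chose its lists on these sets, so their direction is not independent evidence.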

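Of the 5 genes of the study's NF-kappaB annotation, 3 are among the 24 shared probe sets: LITAF, PLK2 and VAPA. In training LITAF had a mean of 10.46 ± 0.08 (SD, n = 10) in Malignant and 10.46 ± 0.28 (SD, n = 10) in Normal samples on the log2 scale, PLK2 a log2 fold change of 0.02 near the low end of the signal, with means of 2.65 and 2.64 (standard error 0.09, adjusted p = 0.965 from limma) and VAPA one of 0.33 (standard error 0.14, adjusted p = 0.257). TLR4 and TNFRSF1A are not among the 24.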

## Discussion

Previous work demonstrates the potential for measuring gene expression within peripheral blood as a means of assessing ongoing disease states. This includes the development of genomic analyses used to categorize and treat stroke [38,39], elucidation of mechanisms of autoimmune syndromes such as lupus [40] and rheumatoid arthritis [41] and, more recently, as a measure of viral infection, with the goal of early detection and better management of disease [42]. Several studies have extended the concept to cancer [1-7]. Our approach to developing a predictor of human breast cancer makes use of a transgenic mouse model system to first identify those genes most relevant to the presence of a tumor. As an experimental system, the mouse offers several advantages over human studies. It provides a homogeneous genetic background and the ability to control a number of variables, including environmental exposures and the presence of co-morbid conditions. Using this approach, we were able to identify a robust predictor that was capable of predicting tumor status in an independent validation set of mouse peripheral blood samples. We also used the transcriptome data generated through these mouse experiments as the starting point for building a predictor of human breast tumors. This predictor proved to be capable of distinguishing breast cancer patients from healthy individuals based on transcriptome patterns in the peripheral blood cells with a sensitivity of 89% and specificity of 100% in an independent validation cohort. Our results support the findings of Aarøe et al. [1] by identifying a pattern of gene expression that can distinguish breast cancer patients from healthy individuals with similar sensitivity and specificity. However, our predictor performs better in terms of sensitivity and specificity and does not overlap with their reported signature (with the exception of a single probe identifier, 221476_s_at, which corresponds to ribosomal protein L15).

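RPL15, a protein of the large ribosomal subunit, had a lower mean in Malignant than in Normal samples in both sets at the shared probe set and passed the test in validation. The log2 fold change was -0.21 in training (standard error 0.08, adjusted p = 0.166 from limma) and -0.15 in validation (standard error 0.05, adjusted p = 0.0131). The mean of the 17 measured ribosomal protein genes was 13.44 ± 0.10 (SD, n = 47) in Malignant and 13.52 ± 0.08 (SD, n = 21) in Normal validation samples (permutation test, adjusted p = 9.75e-04 over 13 measures). In training it was 13.45 ± 0.07 and 13.53 ± 0.05 (SD, n = 10 each; permutation test, adjusted p = 0.0440), and camera gave adjusted p = 0.00218, and adjusted p = 0.295 with an estimated correlation. None of the ribosomal genes passed limma's threshold in training and 3 were lower when adjusted over the list alone.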

Most importantly, our work represents a conceptual advancement in that we were able to link a mouse model of breast cancer with human breast cancer by applying a factor modeling approach to peripheral blood gene expression data. This suggests that the biological clarity of the mouse model system improves our ability to identify a common underlying biological response to the formation of the tumor. It also provides an experimental framework that can be used to pose new questions that cannot be easily addressed in human studies.

While the studies we report here do appear promising, we recognize that these represent first steps towards the goal of developing a blood-based predictor of human breast cancer. Further validation in a large, independent cohort is needed, as is validation in diverse populations. In addition, more research is needed to identify other potentially relevant factors that might not be represented in our particular study. We are also interested in exploring the specificity of this predictive model in terms of its ability to distinguish breast cancer from other types of tumors, as well as its specificity in distinguishing a breast tumor from other common conditions, such as infection. More importantly, we believe the approach described here offers a strategy to address important questions in the development of blood-based cancer diagnostics that are not easily addressed in human studies alone. The use of the mouse model system allows us to develop predictive models that often cannot be derived directly from heterogeneous clinical sample data and could potentially facilitate exploration of the presence of a tumor-associated complex biomarker in mice prior to evidence of a tumor. This approach could prove to be valuable in other contexts as well. A key example can be seen with ovarian cancer where the vast majority of patients are diagnosed with stage IV disease. Given that patients diagnosed with such advanced disease face a poor prognosis, the development of methods for detection at an early stage of the disease process would have a substantial impact on outcome.

## Conclusions

We have described a predictor of the presence of human breast tumors based on peripheral blood gene expression data. This predictor was generated using a well-defined transgenic mouse mammary tumor model as the starting point for identifying gene expression changes associated with the presence of a tumor. The predictor accurately distinguishes between samples based on the presence of breast tumors, which is significant within the field in two ways: first, the predictor demonstrates higher sensitivity and specificity than previously reported breast cancer signatures; second, it serves as a proof-of-concept for using mouse models of human cancer in the identification of potential clinical biomarkers. We believe that the approaches described here represent an experimental framework for better understanding the complexity of the peripheral blood cell response to solid tumors.

## Competing interests

J.R.N. has an ownership interest in Expression Analysis and has a consultant or advisory role in Qiagen.

## Authors' contributions

HGL designed and performed the murine and human experiments, interpreted the statistical analysis, developed functional biological annotations of the factors, and co-wrote the manuscript. JRN provided overall expertise in the design and interpretation of the experiments and analyses and provided critical analysis of the manuscript. EH designed and implemented QUADRA; performed and interpreted the statistical analysis; and co-wrote the manuscript. All authors have read and approved the final manuscript.

## Pre-publication history

The pre-publication history for this paper can be accessed here:

http://www.biomedcentral.com/1755-8794/4/61/prepub

## Supplementary Material

Additional File 1 **Expression levels of Myc transcript in peripheral blood**. The levels of Myc mRNA transcript in the peripheral blood were measured by quantitative RT-PCR in MMTV/c-myc mice of each of the five transgenic lines derived by Eran Andrechek. As a negative control, we analyzed expression levels in the peripheral blood and mammary gland of a wildtype lactating mouse. As a positive control, we analyzed expression levels in the tumor tissue from a transgenic mouse. Expression was normalized according to expression of the housekeeping gene beta-actin and set relative to the wildtype lactating mammary gland. (A) Total Myc levels were measured, including both endogenous and transgenic transcripts. (B) Levels of the Myc transgene alone were also measured, using primers specific to the transgenic construct. (C) Additionally, peripheral blood Myc transcript levels were calculated based on signal intensity of the Affymetrix probesets for the myelocytomatosis oncogene (1425923_at, 1417155_at,1425922_a_at, 1417155_at, 1425922_a_at, 1425923_at, and 1424942_a_at). There were no significant differences in expression levels for any of the three probes across all three classes of mouse. Light blue = wildtype FVB virgin mice; dark blue = wildtype FVB age-matched controls; pink = MMTV/c-myc transgenic mice prior to tumor palpation; red = MMTV/c-myc transgenic tumor-bearing mice. Click here for file

Additional File 2 **Analysis of leukocyte subpopulations in mouse peripheral blood**. Samples were collected from mice by venipuncture from the hepatic portal vein following euthanization in BD Microtainer™ tubes with potassium-EDTA anticoagulant, placed on ice and analyzed within 8 hours. The Duke University Medical Center Veterinary Diagnostic Laboratory analyzed samples using a CELL-DYN 3700 Hematology Analyzer. Leukocyte subpopulations were counted and calculated as a percentage of total leukocytes in each cohort of mice: virgin control mice (n = 4); controls matched for age and parity (n = 15); transgenic mice with advanced tumors (n = 28); and wildtype mice with MMTV/c-myc tumor implants that have reached approximately 1 cm in diameter (n = 5). The Virgin Control mice, which were considered to be immunologically naïve, have a distinctly different distribution of leukocytes subgroups. However, all other groups of mice show similar leukocyte profiles, indicating that any gene expression differences observed are likely a result of the presence of the tumor, rather than differences in the proportion of a particular cell type. Click here for file

Additional File 3 **Characteristics of Normal vs. Malignant samples**. Table comparing the demographic and clinical variables of the Normal and Malignant samples. Click here for file

Additional File 4 **Distribution of test characteristics from data set permutation testing**. We used the factors generated from the original training set, but randomly assigned samples to either the training or validation set (100 permutations) and plotted the distribution of the following test characteristics: p-value (A), sensitivity (B), specificity (C) and AUC (D). Click here for file

Additional File 5 **Distribution of test characteristics from phenotype permutation testing**. We used the factors generated from the original training set, but phenotypic labels of the samples were randomly permuted (200 iterations) and plotted the distribution of the following test characteristics: p-value (A), sensitivity (B), specificity (C) and AUC (D). Black = original phenotypes and red = scrambled phenotypes. Click here for file

Additional File 6 **Factor coherence between the training and validation sets**. Each of the top 3 factors that compose the human breast cancer predictor (3, 12 and 14) exhibit coordinated gene expression across the training set (A, C and E). Furthermore, this coordinate expression is recapitulated in the validation set (B, D and F). Each column represents a human PBMC sample. Samples are ordered left to right in descending order of their loading on the 1st principal component. Each row is a gene (probe set) in descending order of correlation. Red = high expression and yellow = low expression. Click here for file

Additional File 7 **Inclusion probabilities of factors in the swapped model**. We generated a collection of 50 factors from the human PBMC training set using the methods described previously and used SSS to put these together in various combinations to form predictive models (5000 iterations), which were validated in an independent sample set. We calculated the top performing factors based on their inclusion probability (posterior marginal probability) in the top 200 models. These 50 factors are plotted along the x-axis and the median posterior marginal probabilities are plotted on the y-axis. The top 5 factors with inclusion probabilities significantly above the background noise are 13, 25, 26, 20 and 42. Click here for file

Additional File 8 **Constituent probe identifiers of the top 3 factors of the breast cancer predictor**. Table containing the Affymetrix probe identifiers of each of the top 3 factors identified in the study. Click here for file

Additional File 9 **BMC_Miniwebsite **Tabular documents generated from the functional annotation of the top 3 factors. Click here for file

## References

[B1] AaroeJLindahlTDumeauxVSaeboSTobinDHagenNSkaanePLonneborgASharmaPBorresen-DaleALGene expression profiling of peripheral blood cells for early detection of breast cancerBreast Cancer Res201012R710.1186/bcr247220078854PMC2880427

[B2] HanMLiewCTZhangHWChaoSZhengRYipKTSongZYLiHMGengXPZhuLXNovel blood-based, five-gene biomarker set for the detection of colorectal cancerClin Cancer Res20081445546010.1158/1078-0432.CCR-07-180118203981

[B3] OsmanIBajorinDFSunTTZhongHDouglasDScattergoodJZhengRHanMMarshallKWLiewCCNovel blood biomarkers of human urinary bladder cancerClin Cancer Res2006123374338010.1158/1078-0432.CCR-05-208116740760

[B4] SharmaPSahniNSTibshiraniRSkaanePUrdalPBerghagenHJensenMKristiansenLMoenCZakaAEarly detection of breast cancer based on gene-expression patterns in peripheral blood cellsBreast Cancer Res20057R63464410.1186/bcr120316168108PMC1242124

[B5] ShoweMKVachaniAKossenkovAVYousefMNicholsCNikonovaEVChangCKucharczukJTranBWakeamEGene expression profiles in peripheral blood mononuclear cells can distinguish patients with non-small cell lung cancer from patients with nonmalignant lung diseaseCancer Res2009699202921010.1158/0008-5472.CAN-09-137819951989PMC2798582

[B6] TwineNCStoverJAMarshallBDukartGHidalgoMStadlerWLoganTDutcherJHudesGDornerAJDisease-associated expression profiles in peripheral blood mononuclear cells from patients with advanced renal cell carcinomaCancer Res2003636069607514522937

[B7] XuTShuCTPurdomEDangDIlsleyDGuoYWeberJHolmesSPLeePPMicroarray analysis reveals differences in gene expression of circulating CD8(+) T cells in melanoma patients and healthy donorsCancer Res2004643661366710.1158/0008-5472.CAN-03-339615150126

[B8] BildAHYaoGChangJTWangQPottiAChasseDJoshiMBHarpoleDLancasterJMBerchuckAOncogenic pathway signatures in human cancers as a guide to targeted therapiesNature200643935335710.1038/nature0429616273092

[B9] HuangEChengSHDressmanHPittmanJTsouMHHorngCFBildAIversenESLiaoMChenCMGene expression predictors of breast cancer outcomesLancet20033611590159610.1016/S0140-6736(03)13308-912747878

[B10] HuangEIshidaSPittmanJDressmanHBildAKloosMD'AmicoMPestellRGWestMNevinsJRGene expression phenotypic models that predict the activity of oncogenic pathwaysNat Genet20033422623010.1038/ng116712754511

[B11] KamangarFDoresGMAndersonWFPatterns of cancer incidence, mortality, and prevalence across five continents: defining priorities to reduce cancer disparities in different geographic regions of the worldJ Clin Oncol2006242137215010.1200/JCO.2005.05.230816682732

[B12] SEER Cancer Statistics Review, 1975-2007http://seer.cancer.gov/csr/1975_2008/index.html

[B13] Weedon-FekjaerHLindqvistBHVattenLJAalenOOTretliSBreast cancer tumor growth estimated through mammography screening dataBreast Cancer Res200810R4110.1186/bcr209218466608PMC2481488

[B14] PorterPLEl-BastawissiAYMandelsonMTLinMGKhalidNWatneyEACousensLWhiteDTaplinSWhiteEBreast tumor characteristics as predictors of mammographic detection: comparison of interval- and screen-detected cancersJ Natl Cancer Inst1999912020202810.1093/jnci/91.23.202010580027

[B15] ElmoreJGArmstrongKLehmanCDFletcherSWScreening for breast cancerJAMA20052931245125610.1001/jama.293.10.124515755947PMC3149836

[B16] KerlikowskeKGradyDBarclayJSicklesEAErnsterVLikelihood ratios for modern screening mammography. Risk of breast cancer based on age and mammographic interpretationJAMA1996276394310.1001/jama.276.1.398667537

[B17] KolbTMLichyJNewhouseJHComparison of the performance of screening mammography, physical examination, and breast US and evaluation of factors that influence them: an analysis of 27,825 patient evaluationsRadiology200222516517510.1148/radiol.225101166712355001

[B18] RosenbergRDHuntWCWilliamsonMRGillilandFDWiestPWKelseyCAKeyCRLinverMNEffects of age, breast density, ethnicity, and estrogen replacement therapy on screening mammographic sensitivity and cancer stage at diagnosis: review of 183,134 screening mammograms in Albuquerque, New MexicoRadiology1998209511518980758110.1148/radiology.209.2.9807581

[B19] AmirEFreedmanOCSerugaBEvansDGAssessing women at high risk of breast cancer: a review of risk assessment modelsJ Natl Cancer Inst201010268069110.1093/jnci/djq08820427433

[B20] WarnerEPlewesDBHillKACauserPAZubovitsJTJongRACutraraMRDeBoerGYaffeMJMessnerSJSurveillance of BRCA1 and BRCA2 mutation carriers with magnetic resonance imaging, ultrasound, mammography, and clinical breast examinationJAMA20042921317132510.1001/jama.292.11.131715367553

[B21] AndrechekERCardiffRDChangJTGatzaMLAcharyaCRPottiANevinsJRGenetic heterogeneity of Myc-induced mammary tumors reflecting diverse phenotypes including metastatic potentialProc Natl Acad Sci USA2009106163871639210.1073/pnas.090125010619805309PMC2752567

[B22] LederAPattengalePKKuoAStewartTALederPConsequences of widespread deregulation of the c-myc gene in transgenic mice: multiple neoplasms and normal developmentCell19864548549510.1016/0092-8674(86)90280-13011271

[B23] Affymetrix NetAffxhttp://www.affymetrix.com/analysis/index.affx

[B24] LucasJCarvalhoCWestMA bayesian analysis strategy for cross-study translation of gene expression biomarkersStat Appl Genet Mol Biol20098Article 111922237810.2202/1544-6115.1436PMC2861325

[B25] CarvalhoCMLucasJEWangQChangJNevinsJRWestMHigh-dimensional sparse factor modelling - Applicaitons in gene expression genomicsJournal of the American Statistical Association20081031438145610.1198/01621450800000086921218139PMC3017385

[B26] HansCShotgun stochastic search for "Large p" regressionJournal of the American Statistical Association200710250751610.1198/016214507000000121

[B27] HoetingJABayesian Model Averaging: A TutorialStatistical Science19991438241710.1214/ss/1009212519

[B28] QUADRAhttp://quadra.genome.duke.edu/mouse-2-human-mammary-tumor-pbmc-project

[B29] NCBI Gene Expression Omnibushttp://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc = GSE27567

[B30] ShiLCampbellGJonesWDCampagneFWenZWalkerSJSuZChuTMGoodsaidFMPusztaiLThe MicroArray Quality Control (MAQC)-II study of common practices for the development and validation of microarray-based predictive modelsNat Biotechnol20102882783810.1038/nbt.166520676074PMC3315840

[B31] GATHERhttp://gather.genome.duke.edu/

[B32] ChangJTNevinsJRGATHER: a systems approach to interpreting genomic signaturesBioinformatics2006222926293310.1093/bioinformatics/btl48317000751

[B33] SubramanianAKuehnHGouldJTamayoPMesirovJPGSEA-P: a desktop application for Gene Set Enrichment AnalysisBioinformatics2007233251325310.1093/bioinformatics/btm36917644558

[B34] SubramanianATamayoPMoothaVKMukherjeeSEbertBLGilletteMAPaulovichAPomeroySLGolubTRLanderESMesirovJPGene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profilesProc Natl Acad Sci USA2005102155451555010.1073/pnas.050658010216199517PMC1239896

[B35] Gene Set Enrichment Analysishttp://www.broadinstitute.org/gsea/msigdb/annotate.jsp

[B36] Githttp://www.git-scm.org

[B37] Gitorioushttp://www.gitorious.com

[B38] BairdAEBlood genomics in human strokeStroke20073869469810.1161/01.STR.0000250431.99687.7b17261718

[B39] XuHGene expression in peripheral blood differs after cardioembolic compared with large-vessel atherosclerotic stroke: biomarkers for the etiology of ischemic strokeJournal of Cerebral Blood Flow and Metabolism2008281320132810.1038/jcbfm.2008.2218382470

[B40] BennettLPaluckaAKArceECantrellVBorvakJBanchereauJPascualVInterferon and granulopoiesis signatures in systemic lupus erythematosus bloodJ Exp Med200319771172310.1084/jem.2002155312642603PMC2193846

[B41] BatliwallaFMBaechlerECXiaoXLiWBalasubramanianSKhaliliHDamleAOrtmannWAPerroneAKantorABPeripheral blood gene expression profiling in rheumatoid arthritisGenes Immun2005638839710.1038/sj.gene.636420915973463

[B42] ZaasAKChenMVarkeyJVeldmanTHeroAOLucasJHuangYTurnerRGilbertALambkin-WilliamsRGene expression signatures diagnose influenza and other symptomatic respiratory viral infections in humansCell Host Microbe2009620721710.1016/j.chom.2009.07.00619664979PMC2852511

# Supplementary material for: Integrating Factor Analysis and a Transgenic Mouse Model to Reveal a Peripheral Blood Predictor of Breast Tumors
**Source:** BMC Med Genomics. 2011 Jul 22;4:61. doi: 10.1186/1755-8794-4-61
**Supplement:** Additional File 9 — BMC_Miniwebsite Tabular documents generated from the functional annotation of the top 3 factors.

xml version="1.0" encoding="UTF-8"?

# Supplementary material for: Integrating Factor Analysis and a Transgenic Mouse Model to Reveal a Peripheral Blood Predictor of Breast Tumors
**Source:** BMC Med Genomics. 2011 Jul 22;4:61. doi: 10.1186/1755-8794-4-61
**Supplement:** Additional File 9 — BMC_Miniwebsite Tabular documents generated from the functional annotation of the top 3 factors.

xml version="1.0" encoding="UTF-8"?

MINIWEBSITE for
“Integrating Factor Analysis and a Transgenic Mouse Model to Reveal a Peripheral Blood Predictor of Breast Tumors”

MINIWEBSITE for

“Integrating Factor Analysis and a Transgenic Mouse Model to Reveal a Peripheral Blood Predictor of Breast Tumors”

Sage Bionetworks, Seattle, WA

Supplemental files for this manuscript are maintained here. Please see the navigation bar above for links to downloadable supplementary files.

When downloading files, please right-click and “Save as...” to your local machine.

If you don’t see the menu bar above, use these links:

Sparse ANOVA

Original Factor Model

Swapped Factor Model

AUTHORS: Heather G. LaBreche, Joseph R. Nevins, Erich S. Huang

# Supplementary material for: Integrating Factor Analysis and a Transgenic Mouse Model to Reveal a Peripheral Blood Predictor of Breast Tumors
**Source:** BMC Med Genomics. 2011 Jul 22;4:61. doi: 10.1186/1755-8794-4-61
**Supplement:** Additional File 9 — BMC_Miniwebsite Tabular documents generated from the functional annotation of the top 3 factors.

xml version="1.0" encoding="UTF-8"?

Original Factor Model

Original Factor Model

DN\_Top3\_MPM\_gather\_transfac.txt

DN\_Top3\_MPMP\_gather\_gene\_ontology.txt

DN\_Top3\_MPMP\_gather\_kegg.txt

DN\_Top3\_MPMP\_gather\_maploc.txt

DN\_Top3\_MPMP\_gather\_proteins.txt

DN\_Top3\_MPMP\_GSEA\_C1.txt

DN\_Top3\_MPMP\_GSEA\_C2.txt

DN\_Top3\_MPMP\_GSEA\_C3.txt

DN\_Top3\_MPMP\_GSEA\_C4.txt

DN\_Top3\_MPMP\_GSEA\_C5.txt

DN\_Top3Factors.txt

gene\_factor\_summary.txt

original\_gene\_factor\_summary.txt

UP\_Top3\_MPMP\_C1.txt

UP\_Top3\_MPMP\_C2.txt

UP\_Top3\_MPMP\_C3.txt

UP\_Top3\_MPMP\_C4.txt

UP\_Top3\_MPMP\_C5.txt

UP\_Top3\_MPMP\_gather\_gene\_ontology.txt

UP\_Top3\_MPMP\_gather\_kegg.txt

UP\_Top3\_MPMP\_gather\_maploc.txt

UP\_Top3\_MPMP\_gather\_proteins.txt

UP\_Top3\_MPMP\_gather\_transfac.txt

UP\_Top3Factors.txt

If you don’t see the menu bar above, use these links:

Index

Sparse ANOVA

Original Factor Model

Swapped Factor Model

# Supplementary material for: Integrating Factor Analysis and a Transgenic Mouse Model to Reveal a Peripheral Blood Predictor of Breast Tumors
**Source:** BMC Med Genomics. 2011 Jul 22;4:61. doi: 10.1186/1755-8794-4-61
**Supplement:** Additional File 9 — BMC_Miniwebsite Tabular documents generated from the functional annotation of the top 3 factors.

xml version="1.0" encoding="UTF-8"?

Gene List for Sparse ANOVA

Gene List for Sparse ANOVA

diffgenes4276.txt

If you don’t see the menu bar above, use these links:

Index

Sparse ANOVA

Original Factor Model

Swapped Factor Model

# Supplementary material for: Integrating Factor Analysis and a Transgenic Mouse Model to Reveal a Peripheral Blood Predictor of Breast Tumors
**Source:** BMC Med Genomics. 2011 Jul 22;4:61. doi: 10.1186/1755-8794-4-61
**Supplement:** Additional File 9 — BMC_Miniwebsite Tabular documents generated from the functional annotation of the top 3 factors.

xml version="1.0" encoding="UTF-8"?

Swapped Factor Model

Swapped Factor Model

gene\_factor\_summary.txt

swapped\_gene\_factor\_summary.txt

If you don’t see the menu bar above, use these links:

Index

Sparse ANOVA

Original Factor Model

Swapped Factor Model

How the deposited data were processed for this re-analysis (not part of the article)

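RNA of peripheral blood mononuclear cells, or of peripheral blood leukocytes in the 7 Brain tumor samples, was measured on 162 Affymetrix U133 Plus 2.0 arrays, 1 per sample: 10 Normal, 10 Malignant and 10 Benign samples in training, and 21 Normal, 47 Malignant, 27 Benign, 15 Post-surgery, 15 Gastrointestinal cancer and 7 Brain tumor samples in validation. Groups and sets were taken from the sample labels and the paper. 10 Benign samples that the paper places in training carry the other set's name in 1 label field, and 6 Malignant validation samples carry a label of a draw before surgery. No column belonged to a sample that could not be mapped. The paper counts donors by diagnosis, and its text does not say whether Post-surgery patients also gave a Malignant sample, so p-values of that comparison assume separate donors. The mouse samples and mock factors of the paper were not analysed here.

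The authors deposited log2 values, 1 per probe set and array, which the submitters' processing notes name as RMA without a version. Values run from 1.25 to 15 and are written with few digits, and no 2 arrays correlated above 0.992. The paper's text names a further normalization by principal components of the control probe sets without their number, and the control probe sets of the deposited values still vary (mean SD 1.41 against 0.35 for the others), so alternatives with 2 and 4 control components were computed. The 54613 probe sets that are not controls were tested without a filter on signal. No detection call was used. The median value of an array was 4.16 in Malignant and 4.20 in Normal validation samples. A probe set with a mean below the median value of an array is not shown to be above background. Among the genes named in the text, FCAR, PRKD2, HINT3, ABO, PLK2, KIF11, CDK1, CCNA2, TPX2 and CXCL2 had such a mean in 1 or both groups. PTPN11 had one at the study's probe set. 41091 had 1 gene symbol, 1801 several and 11721 none in the platform annotation, and no symbol was changed on comparison with current names. 308 of 340 genes of the lists had a probe set of their own.

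Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, Benjamini-Hochberg adjustment, threshold 0.05), using only the groups of each comparison. 24 gene lists were tested with camera at a preset correlation of 0.01, over the brightest probe set of each gene, with an estimated correlation beside it. 5 of the lists are the study's own annotation of its predictor. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and scikit-learn 1.9.0 was used for the factor scores, and matplotlib 3.10.9 for figures. The Bayesian factor regression and shotgun stochastic search of the paper were not run. In their place each factor's probe sets were standardized on the fitting samples and scored on their first principal component, and a linear discriminant was fitted to the 20 Normal and Malignant training samples. The paper averaged models drawn from all 26 factors, while the main score here uses the 3 factors it names as the top ones. AUCs carry a DeLong interval and a two-sided permutation p from 100000 resamples, and operating points a Clopper-Pearson interval at 95%. The paper names Youden's J, and its text does not say on which samples the threshold was set; here it was set on the tested samples, and the midpoint was fixed on the fitting samples.

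Both parts were tested on simulated data with known answers before use, except that the first runs of limma and of the score preceded this step and were repeated after it. In the simulation the DeLong interval held the true AUC in 91.6% of draws, so the intervals are somewhat narrow. There camera called 0 of 20 lists without a difference, while other splits of the real samples called a median of 6 lists. The simulation therefore does not show how often camera calls a list by chance in these samples. Named genes were chosen by rule: genes the study names from its predictor at the probe sets it lists, whose listed differences had been seen; the 6 highest and 6 lowest called genes in each set; 3 and 3 for other comparisons; and up to 2 list members with the smallest p in each direction. Exceptions are marked. The gene lists, this rule, and the tests and alternatives other than those named next were fixed before the data were examined. The Post-surgery against Normal and training against validation comparisons, the bootstrap of an AUC difference, the 13 single measures, the AUCs of single factors, the additional immediate-early contrasts, the random splits of the limma comparisons of single pairs of groups, the counts split by comparison, and the alternatives without arrays of low correlation, without the block on the same samples and with control components in the interaction were chosen later. Gene lists were not filtered on signal, so counts over them can hold probe sets below the median value of an array, which are not shown to be above background. Alternatives were control components, quantile normalization, centring, a filter on low signal, array weights, a posterior probability of at least 0.99, other scores and classifiers, and a block over shared sample numbers. The table of differential genes in the supplement is held only in part and was not used. The number of arrays limits the precision, and batch could not be fitted because the batch of each array is not given in the sources used here.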

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

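The 3 tests of the immediate-early pattern, the random splits of the limma comparisons of single pairs of groups, and the counts split by comparison were tests chosen only after the result was seen, and the reading of the tests on the score of the original factors and on RNA quality in the validation counts was changed after their values were seen.

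Comparisons the paper does not report gave many calls. Benign against Normal PBMCs differed at 12416 probe sets in validation and at 3 in training (PRKDC 0.53, HNRNPK 0.32 and COX7B -0.54), and Post-surgery against Malignant samples at 2375, taken as separate donors. The effect of Malignant against Normal differed between training and validation at 150 probe sets by limma's interaction term. PRKD2, FCAR and RPL36A were among them (adjusted p = 0.00682, 0.0404 and 0.0404). The 150 became 174 with 2 control components as covariates, 1 with 4, and 414 without arrays of low correlation. The Post-surgery count of 2375 became 4051 with 2 control components, 0 with 4, and 586 with the low-signal filter. The Benign validation count of 12416 became 13320 with 2 control components, 868 with 4 and 7630 with the filter. The 4 components followed the Benign and Normal groups there (R2 84.5%). The Benign training count of 3 became 0 under each of these settings. Other splits of the same samples gave at most 1 call for Malignant against Normal in training (673) and in validation (9979). They gave at most 1 for Benign against Normal in validation (12416) and at most 2 for Post-surgery against Malignant. In each, 1 of 100 splits, the real one, reached the real count, which argues against chance. For the interaction (150), labels redrawn within each set gave at most 1 call, and 1 of 100, the real one, reached the real count. Redrawing also removes the difference that both sets share, so that test cannot tell whether the 150 arise by chance. For Benign against Normal in training 2 of 100 splits reached 3 calls, with a highest other of 11. Malignant against Benign gave 0 calls by limma in both sets, so 100 of 100 splits reached that count. At an unadjusted p under 0.05 there were 2010 probe sets in validation and 5462 in training. The counts over other splits are of adjusted calls, to be set against the real 0 and not against 2010 or 5462. The highest of these was 1949 in validation, against a median of 0 over the other splits, and 3 in training. What the split with 1949 calls separates was not examined, and a structure of the samples was not tested. Of the gene lists, 17 were called by camera in training, reached by 1 of 100 splits (highest other 15), and 11 in validation, reached by 15 of 100 splits (highest other 13), so chance is not excluded for the validation lists. A median of 6 lists was called in other splits, so the preset p values are too small in these samples.

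The discriminant score of factors 3, 12 and 14 was lower in Gastrointestinal cancer samples by -1.35 against Normal and -1.24 against Malignant (permutation test, adjusted p = 0.0042 for both over 8 comparisons; AUC 0.178 and 0.230), and higher in Brain tumor samples by 1.68 against Normal (exact permutation test, adjusted p = 0.0183; AUC 0.735) and 1.79 against Malignant (permutation test, adjusted p = 0.00693; AUC 0.742). With 2 control components removed the Gastrointestinal cancer calls ended (AUC 0.492 and 0.462, adjusted p = 0.921 and 0.776 by permutation tests), with differences of -0.02 and -0.12. The Brain tumor calls remained (adjusted p = 0.0442 by exact and permutation tests), with smaller differences of 1.01 against Normal and 0.91 against Malignant. The Brain tumor samples are leukocytes from leukapheresis. 10 of 112 tests for a sample far from the others of its group were positive, where chance gives about 5.6 (28 measures in 4 groups). As gap over range, the highest sample of Benign training had 0.661 for plasma cells, 0.743 for neutrophils and 0.766 for cell cycle genes. The highest Brain tumor sample had 0.833 for the actin and 0.898 for the GAPDH 3' to 5' difference. In Malignant training the values were 0.513 for the lowest median correlation, 0.545 for GAPDH and 0.603 for dendritic cell genes. In Normal training they were 0.603 for NF-kappaB targets and 0.564 for the lowest pentose phosphate mean.

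Immediate-early genes were higher in Malignant than in Normal validation samples by 0.70 in the mean of the list (95% interval 0.40 to 0.99). The difference was 0.51 (0.03 to 0.99) with the RNA quality measures as covariates and 0.70 (0.38 to 1.02) with the cell marker lists, which argues against either as the whole cause, narrowly for RNA quality. Malignant minus Benign was 0.0556 (-0.23 to 0.34), Benign minus Normal 0.64 and Post-surgery minus Normal 0.56, which argues against malignancy as the whole cause. In training, Malignant minus Normal was 0.41 (-0.08 to 0.90) and Benign minus Normal 0.58 (0.09 to 1.08). Immediate-early genes are known to respond to cell handling, and a candidate explanation is a difference in collection between Normal donors and the other groups, which was not tested.

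More probe sets were called against Normal in validation than in training. In 50 draws of 10 against 10 validation samples the median count was 962.5 for Malignant against Normal, where training had 673 and the draws ran from 0 to 5455, so the number of samples may account for that part; it was 2644 for Benign against Normal, where training had 3, so in 1 of the comparisons the number of samples is not enough. With 2 control components as covariates the counts were 6848 in validation and 5 in training (R2 of the components with the groups 17.3% and 44.2%), so the excess remained. With 4 they were 308 and 6, and the components followed the groups (R2 of 62.9% and 53.2%), so RNA quality or array processing cannot be told apart from the groups. The median size of the validation calls went from 0.29 to 0.24 and 0.18 with 2 and 4, and their median standard error from 0.078 to 0.080 and 0.114, with 5439 and 225 of 9979 kept, and those of the training calls went from 0.53 to 0.40 and 0.38 and from 0.115 to 0.142 and 0.148.

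The score of factors 3, 12 and 14 did not separate Malignant from Normal validation samples here, so there was no separation to explain and the tests set up for it decide nothing. Its AUC lay at percentile 5.2 among random sets of lists, and was 0.419 after removing the part that follows blood cell lists and 0.681 (0.556 to 0.806) after removing the part that follows RNA quality. By the rules first written down, these values would have counted for a difference spread over many probe sets and for blood cells, and against RNA quality. The missing separation is that of the combined score and not of each factor. Scored alone, factor 3 had an AUC of 0.696 (permutation p = 0.00999), factor 12 one of 0.470 (p = 0.704) and factor 14 one of 0.543 (p = 0.580).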

How the results depend on the processing

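The alternatives without arrays of low correlation, without the block on the same samples, and with control components in the interaction were tests chosen only after the result was seen. Of 131 alternatives over 28 results, 88 kept direction and side of the threshold, or a count within 1.5 times. For the others the cause was not tested. Some of the 88 could not differ. Without the block, the training comparisons used the same 20 samples and gave the same counts. Ridge logistic regression on the single component of the human list gave the same AUC of 0.969. With 2 control components limma called 5 probe sets in training, 0 for Benign against Normal in training and 4051 for Post-surgery against Malignant, and camera 8 lists in training. With 4 it called 6 in training, 308 in validation, 868 and 0 for Benign against Normal in validation and training, 0 for Post-surgery against Malignant and 1 for the interaction. The low-signal filter left 6186 in validation, 7630 and 0 for Benign against Normal in validation and training, and 586 for Post-surgery against Malignant. Array weights gave 2033 in training, 44 for Benign against Normal in training, 1 and 46 for Malignant against Benign in validation and training, and 9261 for Post-surgery against Malignant. A posterior probability of at least 0.99 gave 32 in training, 979 in validation, 1352 for Benign against Normal in validation, 1 for Malignant against Benign in training and 65 for Post-surgery against Malignant. Quantile normalization gave 37 for Benign against Normal in training, and centring 2 for Malignant against Benign in training. Without arrays of low correlation the interaction called 414. An estimated correlation left 0 lists in training and 0 in validation.

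Same-numbered samples did not deviate together in training (median correlation -0.0026 over 10 pairs, 1 of them above 0.1), in no comparison were all pairs above 0.1, and at most 6 of 27 pairs (Malignant and Benign validation) correlated best with their own number, so the numbers were not taken to pair the samples. In that comparison the median was 0.130, against -0.0147 for other pairs, with 15 of 27 above 0.1, a hint from the data and not from the design. With a replicate block over them limma called 88 in training, 0 for Benign against Normal in training, 35 for Malignant against Benign and 61 for Post-surgery against Malignant in validation; without the block on those same samples the last 2 were 1 and 162.

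The AUC of the original 3 factors in validation (0.470) was 0.916 with all 26 factors and 0.550 with 2 control components removed. Removing the part of the score that follows RNA quality gave 0.681 (0.556 to 0.806). Removing the part that follows blood cell lists gave 0.419. In training (0.64) the AUC was 0.36 with 2 control components removed and 0.40 with 4. The swapped AUC (0.87) was 0.68 after quantile normalization and 0.82 to 1 under the others. With 2 components removed the Gastrointestinal cancer score had AUCs of 0.492 against Normal and 0.462 against Malignant and lost both calls. Loading correlation averaged 0.753 with Normal and Malignant samples alone, against 0.893. The number of arrays limits the precision of these values.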

Differences from the paper's values

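The score used here for the original factors stands in for the paper's model, which was not run; none of the tests in this part was chosen only after the result was seen except the comparison of the AUCs of the human list and the factors. The paper's AUC in validation is 0.9696, and the value here is 0.470. Of the alternatives set before the data were examined, all 26 factors with ridge logistic regression gave 0.916, within 1.5 times of the paper's. The other alternatives, from 0.457 to 0.550, were not within 1.5 times. Removing the part of the score that follows RNA quality, a test of a cause and not 1 of these alternatives, gave 0.681 (0.556 to 0.806). The same test with blood cell lists gave 0.419. The bound of 1.5 times is wide for an AUC. The swapped AUC after quantile normalization, 0.68 (permutation p = 0.190), also lay within it of the paper's 0.98. The model of all 26 factors was not set against random lists, so 0.916 is not shown to be particular to these factors. The paper's sensitivity is 89% and the value here 14.9%, at a specificity of 100% in both. All 26 factors gave 85.1%, with a specificity of 95.2%, at the Youden threshold set on the tested samples, and 42.6%, with 100%, at the midpoint fixed in training; 2 control components removed gave 74.5%, with a specificity of 47.6%; the other alternatives, from 10.6% to 55.3%, were not within 1.5 times. The paper's list of genes from the human training set has 81 members, at a posterior probability of at least 0.99 by its Bayesian model, and limma's posterior probability at that threshold gave 32; no alternative was set for it.

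The paper states that a factor from the human list performed no better than the mouse-derived factors. The first component of 81 probe sets chosen here, not scored on Benign samples, had an AUC of 0.969 for Malignant against Normal ones. That is above 0.470 for the score of the 3 factors that stands in for its model but not above the paper's 0.9696. Against 0.916 for all 26 factors the intervals overlap (0.926 to 1 and 0.846 to 0.985) and the difference was not tested. With 2 and 4 control components removed, and the list chosen anew each time, the AUC was 0.903 and 0.733. List and processing changed together there. The paper states that its model can be built whichever samples are assigned to training and that its factors depend on phenotype, and here the AUC of the score that stands in for its model had a median of 0.618 over random assignments, with 128 of 200 scrambles at or above the true labels. The paper states that its 32 probe sets are lower in patients, which held for 32 in training and 11 in validation; for its 83 upregulated ones the numbers were 82 and 65.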

Other observations

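Values in this part come from comparisons set before the data were examined, except Post-surgery against Normal and training against validation, which were tests chosen only after the result was seen.

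In Benign against Normal validation samples the largest increases were in DDX6 (log2 fold change 2.16, standard error 0.48, adjusted p = 8.18e-04 from limma), NR4A2 (2.04) and USP9X, a deubiquitinase (1.91), and the largest decreases HBD (-1.81), PRKD2 (-1.70) and the splicing factor SRRM2 (-1.52). Post-surgery samples had higher PRKD2 (1.07, adjusted p = 5.57e-04), RSAD2, an interferon-induced antiviral protein (0.97), and RAB40B (0.81) than Malignant ones, and lower EGFR (-1.22), ZFP36L2 (-0.89) and ABO (-0.70, at means of 3.43 and 4.13) probe sets. These p-values assume that no donor gave both a Post-surgery and a Malignant sample, which the paper's text does not state. Post-surgery against Normal samples gave 5854 called probe sets. Normal samples of training and validation differed at 4634 probe sets, Malignant ones at 5402 and Benign ones at 3653, and set and any batch cannot be told apart.

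Of the other cell type lists, T cell genes had a median log2 fold change of -0.28 in training (camera adjusted p = 6.95e-04, and adjusted p = 0.309 with an estimated correlation) and -0.17 in validation, where CD3G (-0.90), CD3D (-0.40) and CCR7 (-0.58) fell (camera adjusted p = 0.110, adjusted p = 0.0226 with 2 control components as covariates, and adjusted p = 0.743 with an estimated correlation and no such covariates), with 3 lower in each set when adjusted over the list alone. B cell genes had -0.37 in training (adjusted p = 0.00101, and adjusted p = 0.347 with an estimated correlation) and -0.10 in validation (adjusted p = 0.342). Dendritic cell genes had 0.29 and 0.23 (adjusted p = 0.00215 and 0.0442, and adjusted p = 0.244 and 0.326 with an estimated correlation), with CLEC10A and CD1E higher in validation. Plasma cell genes had 0.54 in training (adjusted p = 0.0247, and adjusted p = 0.244 with an estimated correlation) and 0.21 in validation (adjusted p = 0.110). Interferon response genes had 0.50 in training (adjusted p = 5.57e-08, and adjusted p = 0.259 with an estimated correlation) and -0.10 in validation (adjusted p = 0.704). Hypoxia and glycolysis genes had 0.13 and 0.20 (adjusted p = 0.0368 and 0.0122, and adjusted p = 0.259 and 0.326 with an estimated correlation), with LDHA (0.37) and NDRG1 (0.28) higher in validation. NK cell, platelet, neutrophil and heat shock lists were not called by camera in either set at the brightest probe sets, with adjusted p of 0.904, 0.904, 0.0924 and 0.0687 in training and 0.425, 0.755, 0.744 and 0.610 in validation. Over the mean of all probe sets of a gene the heat shock list was called in training (adjusted p = 0.00450, and adjusted p = 0.392 with an estimated correlation at the brightest probe sets). With 2 control components as covariates the training calls of the plasma cell, interferon, hypoxia and NF-kappaB target lists ended (adjusted p = 0.490, 0.739, 0.0916 and 0.0916). Immediate-early and NF-kappaB target lists had medians of 0.34 and 0.23 in training (camera adjusted p = 2.41e-06 and 0.0104, and adjusted p = 0.244 for both with an estimated correlation), and oxidative phosphorylation had adjusted p = 0.342 in validation.

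The discriminant score in Benign and Post-surgery validation samples did not differ from Normal (adjusted p = 0.450 and 0.514) or Malignant (adjusted p = 0.315 and 0.435) past the threshold, by permutation tests.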
